# GPR124 regulates murine brain embryonic angiogenesis and BBB formation by an intracellular domain-independent mechanism

**DOI:** 10.1242/dev.202794

**Published:** 2024-06-17

**Authors:** Kanako Yuki, Mario Vallon, Jie Ding, Cara C. Rada, Alan T. Tang, José G. Vilches-Moure, Aaron K. McCormick, Maria F. Henao Echeverri, Samira Alwahabi, Barbara M. Braunger, Süleyman Ergün, Mark L. Kahn, Calvin J. Kuo

**Keywords:** GPR124, WNT signaling, CNS angiogenesis, Blood-brain barrier, Endothelial cells

## Abstract

The GPR124/RECK/WNT7 pathway is an essential regulator of CNS angiogenesis and blood-brain barrier (BBB) function. GPR124, a brain endothelial adhesion seven-pass transmembrane protein, associates with RECK, which binds and stabilizes newly synthesized WNT7 that is transferred to frizzled (FZD) to initiate canonical β-catenin signaling. GPR124 remains enigmatic: although its extracellular domain (ECD) is essential, the poorly conserved intracellular domain (ICD) appears to be variably required in mammals versus zebrafish, potentially via adaptor protein bridging of GPR124 and FZD ICDs. GPR124 ICD deletion impairs zebrafish angiogenesis, but paradoxically retains WNT7 signaling upon mammalian transfection. We thus investigated GPR124 ICD function using the mouse deletion mutant *Gpr124^ΔC^*. Despite inefficiently expressed GPR124^ΔC^ protein, *Gpr124^ΔC/ΔC^* mice could be born with normal cerebral cortex angiogenesis, in comparison with *Gpr124^−/−^* embryonic lethality, forebrain avascularity and hemorrhage. *Gpr124^ΔC/ΔC^* vascular phenotypes were restricted to sporadic ganglionic eminence angiogenic defects, attributable to impaired GPR124^ΔC^ protein expression. Furthermore, Gpr124^ΔC^ and the recombinant GPR124 ECD rescued WNT7 signaling in culture upon brain endothelial *Gpr124* knockdown. Thus, in mice, GPR124-regulated CNS forebrain angiogenesis and BBB function are exerted by ICD-independent functionality, extending the signaling mechanisms used by adhesion seven-pass transmembrane receptors.

## INTRODUCTION

The cerebrovasculature is characterized by possession of a blood-brain barrier (BBB), which is a tightly regulated interface comprising cooperating cellular, junctional and transporter elements, that controls the influx and efflux of biological substances between the brain parenchyma and blood. BBB dysfunction is associated with the progression of CNS diseases such as ischemic stroke, neurodegeneration and brain tumors (Rada et al., 2023; Wu et al., 2023). Endothelial canonical WNT/β-catenin signaling, specifically regulated by WNT7A/WNT7B, is essential for CNS angiogenesis and BBB formation (Stenman et al., 2008; Daneman et al., 2009).

General canonical WNT/β-catenin signaling is activated by the binding of WNT ligands to the receptor frizzled (FZD1-10), with subsequent heterodimerization of FZD and LRP5/6 co-receptors inducing stabilization of β-catenin, which interacts with TCF/LEF transcription factors and activates transcription of WNT target genes (Janda et al., 2017; Nusse and Clevers, 2017). The seven-pass transmembrane protein G-protein-coupled receptor 124 (GPR124) and GPI-anchored protein RECK are essential membrane co-activators that selectively amplify WNT7 signaling in concert with FZD and LRP in the CNS endothelium (Posokhova et al., 2015; Vanhollebeke et al., 2015; Cho et al., 2017; Vallon et al., 2018; Cho et al., 2019). Genetic knockout of *Gpr124* or *Reck*, or double knockout of *Wnt7a* and *Wnt7b*, all elicit common embryonic lethal CNS angiogenesis and hemorrhage phenotypes that are reversed by genetic WNT/β-catenin signaling activation (Oh et al., 2001; Stenman et al., 2008; Daneman et al., 2009; Kuhnert et al., 2010; Anderson et al., 2011; Cullen et al., 2011; Zhou and Nathans, 2014; de Almeida et al., 2015; Posokhova et al., 2015; Chang et al., 2017; Cho et al., 2017, 2019). GPR124 and canonical WNT/β-catenin signaling are required for BBB maintenance during pathological states such as stroke (Chang et al., 2017; Jean LeBlanc et al., 2019; Song et al., 2021; Hussain et al., 2022; Martin et al., 2022). RECK is a specific receptor that binds WNT7A and WNT7B through CK and CRD domains (Eubelen et al., 2018; Vallon et al., 2018; Cho et al., 2019), stabilizes newly secreted WNT7 into an active monomeric form and increases FZD8-WNT7 complex formation (Vallon et al., 2018). RECK also binds to GPR124 through RECK CK/EGF2 to GPR124 LRR/GAIN domains extracellularly to promote canonical WNT/β-catenin signaling (Cho et al., 2017; Eubelen et al., 2018; Vallon et al., 2018; Cho et al., 2019). In mice, mutation of the RECK CK domain induces severe CNS defects, suggesting that this motif regulates canonical WNT signaling activation (Cho et al., 2019).

In contrast to RECK, the molecular function of GPR124 is poorly understood. The BBB is conserved across vertebrates, in which conserved prominent canonical WNT signaling drives brain angiogenesis and BBB formation. Although GPR124- and RECK-dependent canonical WNT signaling regulates endothelial tip cell properties and is required for brain angiogenesis in zebrafish (Vanhollebeke et al., 2015; Eubelen et al., 2018), species-specific differences in the molecular mechanisms may exist. GPR124 extracellular domain (ECD) deletion diminishes WNT7 signaling activity in human, and in zebrafish GPR124 cell-based assays and zebrafish hindbrain angiogenesis models (Posokhova et al., 2015; Eubelen et al., 2018; Vallon et al., 2018). Both human and mouse, but not zebrafish, GPR124 ECD recombinant proteins are sufficient to induce WNT7 signaling (Vallon et al., 2018; America et al., 2022). The deletion of the zebrafish GPR124 intracellular domain (ICD) significantly impairs embryonic brain angiogenesis and WNT signaling activation in cell-based assays (Eubelen et al., 2018; America et al., 2022), whereas deletion of human or mouse GPR124 ICD only partially reduces WNT7 signaling (Posokhova et al., 2015; Vallon et al., 2018; America et al., 2022).

The GPR124 ICD is poorly conserved between zebrafish and mammals (<40%) whereas the mouse-human identity is ∼80% (America et al., 2022). The zebrafish GPR124 ICD recruits the scaffold/adaptor proteins Dishevelled, or DLG4 and MAGI3, via distinct DVL and ETTV PDZ-binding motifs, which act in a partially redundant manner during zebrafish brain angiogenesis. In contrast, mammalian GPR124 ICD does not bind DVL but does bind DLG1, and ETTV deletion retains partial signaling activity (Posokhova et al., 2015; America et al., 2022). GPR124 ICD mutants from human and mouse, but not zebrafish, exhibit intermediate rescue of brain angiogenesis in zebrafish *gpr124* morphant embryos (America et al., 2022). Thus, accumulating results indicate evolutionary differences regarding GPR124 ICD function in zebrafish versus mammalian cell culture systems, suggesting essentiality in the former, but not the latter (Vallon et al., 2018; America et al., 2022).

To directly explore GPR124 ICD function in mammals, we thus created a murine *Gpr124^ΔC^* allele lacking the C-terminal intracellular domain. Notably, *Gpr124^ΔC/ΔC^* mice could be born and did not phenocopy embryonic lethal hemorrhagic defects on brain angiogenesis and BBB phenotypes of *Gpr124*-null mice. This suggested that murine GPR124 can function in an ICD-independent manner, which was confirmed by signaling activity of the ECD.

## RESULTS

### GPR124 ICD deletion mice produce viable pups without brain hemorrhage

GPR124 contains a large extracellular component consisting of a leucine-rich repeat (LRR) domain, an immunoglobulin (Ig) domain, a hormone receptor (HormR) domain and a putative GPCR autoproteolysis-inducing (GAIN) domain. In addition, GPR124 also has a seven-transmembrane domain (7TM) and C-terminal intracellular region (Fig. 1A). To investigate possible roles of the GPR124 ICD in CNS angiogenesis and canonical WNT/β-catenin signaling in mice, we deleted the cytoplasmic C-terminal tail by inserting a V5 tag and stop codon after Arg 1074, truncating the protein 10 amino acids downstream of transmembrane domain 7. This mouse allele was defined as *Gpr124^ΔC^* (Fig. 1A).

**Fig. 1.**
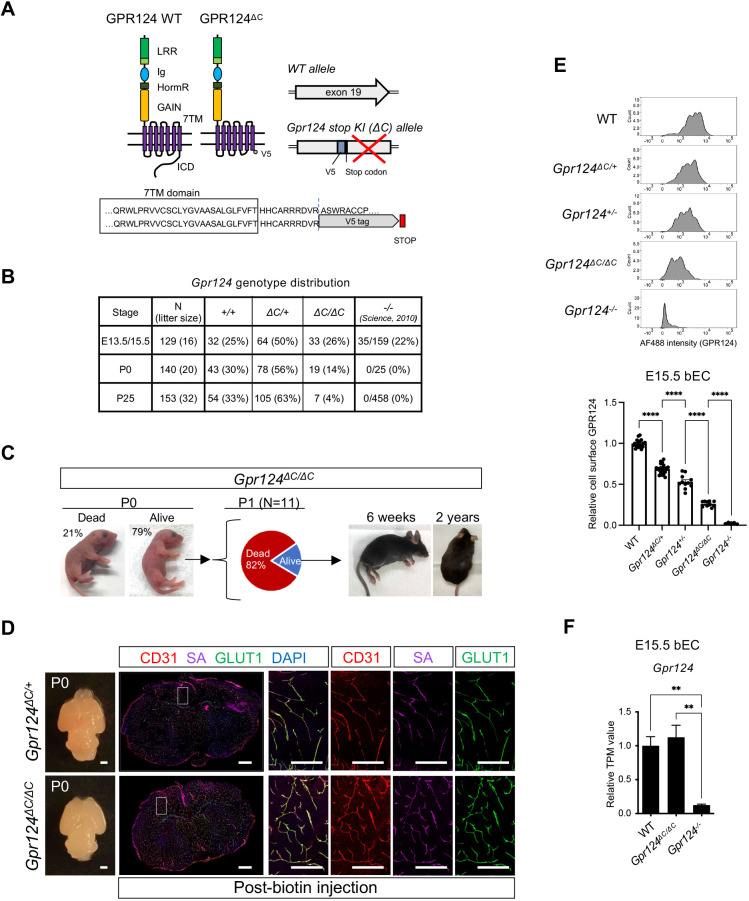
**GPR124 ICD deletion yields viable pups without brain hemorrhage.** (A) Schematic of Gpr124^ΔC^ depicting the extracellular domain (ECD), composed of LRR, Ig-like, HormR and GAIN, the transmembrane domain (7TM), and the intracellular domain (ICD). A V5 tag and stop codon were inserted before the ICD. (B) Genotype distribution of offspring from *Gpr124^ΔC/+^* heterozygous intercrosses. *P*-values were calculated using a chi-square test. **P<0.01, ***P<0.001. The data in the right column (*Gpr124^−/−^*) are taken from Kuhnert et al. (2010). (C) Survival of *Gpr124^ΔC/ΔC^* mice. Images of *Gpr124^ΔC/ΔC^* mice from postnatal (P0) to adult stages (6 weeks to 2 years) are depicted. Although *Gpr124^ΔC/ΔC^* mice were readily born (P0), substantial death occurred by P1 (*n*=11 analyzed). Mice that survived P1 then typically exhibited normal survival thereafter. Of note, 11 *Gpr124^ΔC/ΔC^* mice were used for tracking experiments and others were used for other experiments. Some litters checked at P25 were not checked at P0. (D) Dorsal bright-field view and immunofluorescence staining of cortex at P0 injected with sulfo-NHS-biotin. Fluorescent-conjugated streptavidin (SA, purple) was used to detect biotin. Glucose transporter GLUT1 (green), CD31 (red) and DAPI (blue). Scale bars: 1 mm for bright-field images; 500 μm for IF staining images. Boxed regions are shown at higher magnification and with single channels in the right-hand panels. Scale bars: 200 μm. (E) FACS histogram plots of cell-surface GPR124 detected using anti-GPR124 ECD antibody in E15.5 CD31+ brain endothelial cells from embryo forebrains of the indicated genotypes (top). The mean fluorescence intensity (MFI) was normalized to wild-type littermate controls (bottom). Wild type, *n*=21; *Gpr124^ΔC/+^*, *n*=25; *Gpr124^+/−^*, *n*=11; *Gpr124^ΔC/ΔC^*, *n*=10; *Gpr124^−/−^*, *n*=5. (F) *Gpr124* expression from RNA-seq of E15.5 FACS-purified brain EC in wild type, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^*. Wild type, *n*=4; *Gpr124^ΔC/ΔC^*, *n*=4; *Gpr124*^−/−^, *n*=4. Data are mean±s.e.m. Two-sided *P*-values were calculated using one-way ANOVA Tukey's multiple comparisons test. **P<0.01, ****P<0.0001.

Global or conditional endothelial specific knockout of *Gpr124* or its co-receptor *Reck* all exhibit embryonic lethality accompanied with defects in CNS angiogenesis and BBB development, including severe hemorrhage around E13-E15 (Kuhnert et al., 2010; Anderson et al., 2011; Zhou and Nathans, 2014). In striking contrast, homozygous *Gpr124^ΔC/ΔC^* E13.5 and E15.5 knock-in embryos generated from *Gpr124^ΔC/+^* heterozygous intercrosses were viable and identified at close to expected Mendelian ratios (25%) (Fig. 1B). Furthermore, *Gpr124^ΔC/ΔC^* mice could be born and did not exhibit brain hemorrhage (Fig. 1B-D) but postnatal survival was less than the expected 25% through postnatal day 0 (P0) to young adulthood (P25) (Fig. 1B). 8 of 19 pups were used for the postnatal analysis. Tracking *Gpr124^ΔC/ΔC^* mice from P0 to adulthood, 9 of 11 pups were born but underwent postnatal death at P0 (Fig. 1C). Notably, *Gpr124^ΔC/ΔC^* mice that survived until P0 lived for more than 2 years (Fig. 1C).

Brain endothelial cells of *Gpr124^ΔC/ΔC^* embryos and adult mice were analyzed by flow cytometry, cell surface ELISA and immunoblotting to confirm protein expression. This revealed a 70% decrease in GPR124^ΔC^ cell surface protein expression and in total protein levels, as opposed to wild-type GPR124 (Fig. S1A,B). Notably, we observed a progressive decrease in brain endothelial GPR124 cell surface expression by FACS with a relative rank order of *Gpr124^+/+^* (wild type)>*Gpr124^ΔC/+^* > *Gpr124^+/−^* > *Gpr124^ΔC/ΔC^*>*Gpr124^−/−^* (Fig. 1E). In contrast, *Gpr124^ΔC^* mRNA was expressed similarly to wild-type *Gpr124* mRNA in embryos and adults (Fig. 1F and Fig. S1C), suggesting relative instability of GPR124^ΔC^ protein.

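In embryos, *Gpr124* mRNA was measured by RNA-seq of CD31+ endothelial cells sorted from E15.5 forebrains, with 4 embryos of each genotype. The gene is listed under the symbol *Adgra2* (ENSMUSG00000031486) and lies on the plus strand of chromosome 8 of GRCm38 from 27085583 to 27123436. Its TPM as deposited by the authors was 38.6 ± 10.4 (SD, n = 4) in wild type, 43.4 ± 13.7 (SD, n = 4) in *Gpr124 ΔC/ΔC* and 4.86 ± 0.988 (SD, n = 4) in *Gpr124-/-*. Relative to the wild-type mean, these were 1.13 in *Gpr124 ΔC/ΔC* and 0.126 in *Gpr124-/-*. Single embryos ranged from 28.3 to 51.1 TPM in wild type, from 34.1 to 63.4 in *Gpr124 ΔC/ΔC* and from 4.03 to 6.29 in *Gpr124-/-*. From the read counts, the log2 fold change of *Gpr124 ΔC/ΔC* against wild type was 0.11 (standard error 0.28, adjusted p = 0.945 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact two-sided permutation test on TPM gave p = 0.6 for the same comparison. The sign of this small difference rested on single embryos, since the log2 fold change of *Adgra2* was −0.03 without the wild-type embryo KE8 and −0.23 without the *Gpr124 ΔC/ΔC* embryo JE3. With each of the 12 embryos left out in turn it reached at most 0.33, and its adjusted p stayed between 0.686 and 0.994 (edgeR). In *Gpr124-/-*, the log2 fold change against wild type was −3.05 (standard error 0.30, adjusted p = 1.35e-05, edgeR), and the exact two-sided permutation test gave p = 0.0286, the smallest p that 4 embryos against 4 allow. The alternative that moved this value most was a term for the first letter of the embryo label, with which it was −2.22. That value compares only the *Gpr124-/-* embryo KE4 with the wild-type embryo KE8. Between the mutants, *Adgra2* was lower in *Gpr124-/-* than in *Gpr124 ΔC/ΔC* by a log2 fold change of −3.17 (adjusted p = 0.000152, edgeR).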

Global or endothelial specific *Gpr124* knockout exhibits BBB disruption, leading to severe brain hemorrhaging in embryos (Kuhnert et al., 2010; Anderson et al., 2011; Cullen et al., 2011; Zhou and Nathans, 2014). To assess the effect of GPR124 ICD deletion in postnatal BBB integrity, sulfo-NHS-biotin (443 Da) or sodium fluorescein (NaFl) (376 Da) small molecule tracers were intraperitoneally injected into P0 *Gpr124^+/+^* and *Gpr124^ΔC/ΔC^* pups. Sulfo-NHS-biotin detected by streptavidin colocalized with CD31+ endothelial cells but no sulfo-NHS-biotin/NaFl leakage into the brain parenchyma was observed in either *Gpr124^+/+^*, *Gpr124^ΔC/+^* or *Gpr124^ΔC/ΔC^* pups (Fig. 1D and Fig. S2A,B). Further staining of BBB markers, the tight junction proteins CLDN5 and ZO1 as well as the glucose transporter GLUT1, demonstrated normal vascularization with maintained BBB marker expression and colocalization in CD31+ vascular endothelial cells of *Gpr124^ΔC/ΔC^* brain (Fig. S2C). Previous reports have shown completely penetrant failure of secondary palate formation in *Gpr124^−/−^* knockout embryos (Anderson et al., 2011). Upon histological analysis at P0, including dead pups (wild type, *n*=2; *Gpr124^ΔC/+^*, *n*=4; *Gpr124^ΔC/ΔC^*, *n*=8 including alive, *n*=1, and dead, *n*=7), three out of eight *Gpr124^ΔC/ΔC^* mice exhibited a cleft palate (Fig. S3A,B), suggesting a mild phenotype versus *Gpr124^−/−^* null mice (Anderson et al., 2011). Overall, despite decreased expression of GPR124^ΔC^ protein, *Gpr124^ΔC/ΔC^* mice could survive and manifest normal BBB function, in strong contrast to embryonic lethal *Gpr124^−/−^* phenotypes.

### GPR124 ICD deletion does not recapitulate *Gpr124* knockout CNS defects

Next, we compared embryonic CNS angiogenesis in *Gpr124^ΔC/ΔC^* versus *Gpr124^−/−^* embryos. *Gpr124^−/−^* embryos exhibit severe hemorrhage in the forebrain and spinal cord (Kuhnert et al., 2010; Anderson et al., 2011; Cullen et al., 2011; Zhou and Nathans, 2014; Posokhova et al., 2015) whereas *Gpr124^ΔC/ΔC^* embryos manifested either absent or mild forebrain hemorrhage (Fig. 2A). Only 40% of *Gpr124^ΔC/ΔC^* embryos showed any degree of brain hemorrhage upon bright-field microscopy, which, if present at all, was significantly smaller than in *Gpr124^−/−^* (Fig. 2A-C). In wild-type mouse embryos, cortex vessels migrate and sprout from the perineural vascular plexus (PNVP) into the ventral forebrain and ganglionic eminences to form vascular networks (Fig. 2D, left column). As previously reported, *Gpr124^−/−^* embryos displayed severe vascular defects, with reduced angiogenic sprouting and migration, and glomeruloid malformations both in cortex and middle ganglionic eminences (MGE), accompanied by large ventricles (Fig. 2D right column; Fig. 2E-H) (Kuhnert et al., 2010; Anderson et al., 2011; Cullen et al., 2011; Zhou and Nathans, 2014; Posokhova et al., 2015). On the other hand, *Gpr124^ΔC/ΔC^* embryos exhibited normal telencephalon vascular patterning and density in cortex, similar to wild type (Fig. 2D middle column, a, a′, Fig. 2E,G). Spinal cord angiogenic deficits or hemorrhage were not observed in *Gpr124^ΔC/ΔC^* embryos, in marked contrast to *Gpr124^−/−^* embryos (Fig. S3C, Fig. 2A) (Kuhnert et al., 2010; Anderson et al., 2011; Cullen et al., 2011; Zhou and Nathans, 2014; Posokhova et al., 2015). In zebrafish, *gpr124* ICD as well as *gpr124* null alleles abrogate dorsal root ganglia (DRG) formation (Vanhollebeke et al., 2015; America et al., 2022). However, even full *Gpr124* knockout did not result in DRG severe neurogenesis defects in mouse (Fig. S4), suggesting differences in GPR124 function between mammals and zebrafish.

**Fig. 2.**
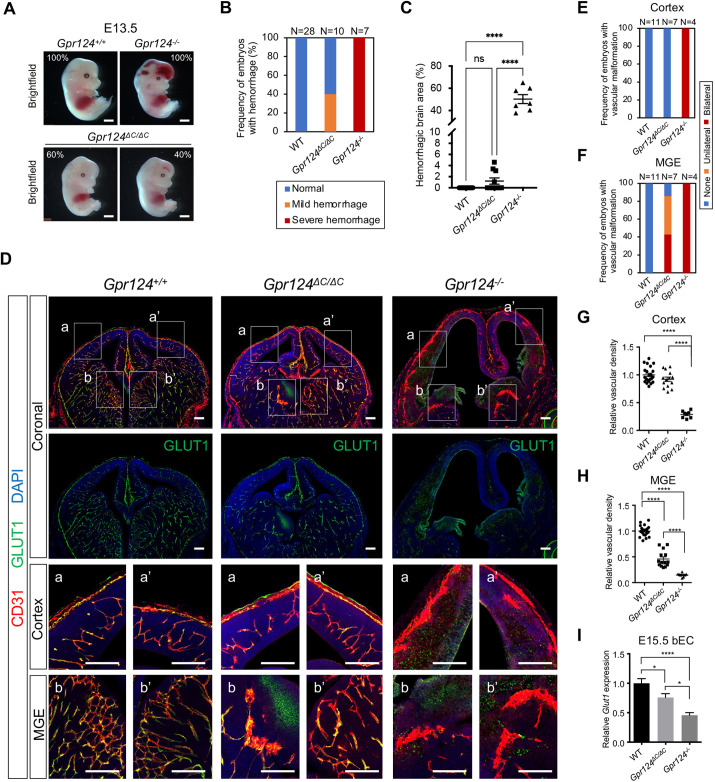
**GPR124 ICD deletion does not recapitulate *Gpr124^−/−^* CNS defects.** (A) Bright-field images of E13.5 embryos. Percentage indicates the frequency of representative phenotypes in the indicated embryo genotypes. Scale bar: 1 mm. (B) Frequency of embryos with forebrain hemorrhage at E13.5. (C) Relative hemorrhage size in whole brain at E13.5. Wild type, *n*= 28; *Gpr124^ΔC/ΔC^*, *n*=10; *Gpr124^−/−^*, *n*=7. (D) Immunofluorescent staining of forebrain coronal sections in E13.5 embryos. Boxed regions in the cortex (a and a′) and MGE (b and b′) are shown at higher magnification in the enlargements. Scale bars: 200 μm. (E,F) Frequency of embryos with glomeruloid malformations in cortex (E) and MGE (F). Embryos were categorized as having unilateral or bilateral malformations, or absence of malformations. Wild type, *n*=11; *Gpr124^ΔC/ΔC^*, *n*=7; *Gpr124^−/−^*, *n*=4. (G,H) Quantification of the relative vascular density in cortex (G) and MGE (H) for each genotype shown in D. CD31+ vasculature in both cortical hemispheres and MGE were quantified and normalized to wild-type littermate controls. WT, *n*=11; *Gpr124^ΔC/ΔC^*, *n*=7; *Gpr124^−/−^*, *n*=4. (I) Expression of *Glut1*, as assessed by RT-qPCR, in sorted CD31+ brain endothelial cells from E15.5 wild-type, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^* embryo forebrains*.* Each value was normalized to *Gapdh* and wild-type littermate controls. Wild type, *n*=8; *Gpr124^ΔC/ΔC^*, *n*=8; *Gpr124^−/−^*, *n*=6. Data are mean±s.e.m. Two-sided *P*-values were calculated using Tukey's multiple comparisons test. *P<0.05 and ****P<0.0001.

The sole angiogenic deficits in *Gpr124^ΔC/ΔC^* embryos were confined to the MGE, sparing the cortex, and manifested as glomeruloid malformations (Fig. 2D, middle column b) or reduced vascular density (Fig. 2D, middle column b′). Compared with severe and completely penetrant bilateral MGE glomeruloid malformations in *Gpr124^−/−^* embryos, the few MGE glomeruloid malformations in *Gpr124^ΔC/ΔC^* embryos were unilateral or absent (Fig. 2F). The MGE vascular density in *Gpr124^ΔC/ΔC^* was lower than in wild type but significantly higher than in *Gpr124^−/−^* (Fig. 2H). The expression of the BBB marker glucose transporter *Glut1* in brain endothelial cells was reduced in *Gpr124^ΔC/ΔC^* versus wild type, but had higher residual expression than in *Gpr124^−/−^* (Fig. 2I). Importantly, although BBB marker/WNT target gene expression was decreased in *Gpr124^ΔC/ΔC^*, this was not accompanied by defects in vascularization of the cortex (Fig. S5A,B). Overall, these *Gpr124^ΔC/ΔC^* phenotypes were clearly distinguishable from *Gpr124^−/−^*, suggesting that the GPR124 ICD is not required for developmental forebrain cortex angiogenesis, and that its deletion elicits a comparatively minor and variably penetrant MGE vascularization defect.

### GPR124 ICD deletion mutants retain endothelial WNT target gene expression

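The RNA-seq comprised 12 libraries, each made from the CD31+ cells sorted from the forebrain of 1 E15.5 embryo, with 4 wild-type, 4 *Gpr124 ΔC/ΔC* and 4 *Gpr124-/-* embryos. Poly(A)-selected RNA was amplified with SMART-Seq V4 chemistry and sequenced in paired-end reads, and Genewiz processed the reads. For each library the authors deposited the reads counted on each of 49315 genes, without normalization, and the TPM values that follow from these counts and the gene lengths. The paper's text does not name the aligner, the counting program or the program behind the adjusted *P*-values. Between 13877572 and 22551163 reads per library fell on genes, with a median of 19516410 in wild type, 14552893 in *Gpr124 ΔC/ΔC* and 17490319 in *Gpr124-/-*. Counts were normalized with edgeR's TMM factors, which lay between 0.946 and 1.04, after genes with low counts had been removed by edgeR's filterByExpr function at its default settings. The remaining 16637 genes were fitted in one quasi-likelihood model of all 12 libraries with genotype as its term, and the common dispersion was 0.0603. Genes were called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1, which are the thresholds the paper gives. On counts simulated from these libraries with 200 changed genes, the model called 194 of the 200, and 6 unchanged genes among the 16365 tested. Each simulated change was larger than 1.47, the median absolute log2 fold change of the genes called in *Gpr124 ΔC/ΔC*. Changed genes lay above a minimum level and letters had no effect, so recovery of smaller changes was not tested. The embryo labels start with the letter J, K, L or M, and the paper's text does not give the meaning of these letters. Letter J held 2 wild-type and 2 *Gpr124 ΔC/ΔC* embryos, letter L held 1 and 2, letter K held 1 wild-type and 1 *Gpr124-/-* embryo, and letter M held 3 *Gpr124-/-* embryos. No *Gpr124 ΔC/ΔC* embryo therefore shared a letter with a *Gpr124-/-* embryo. Since letter M held no other genotype, a letter term reduces *Gpr124-/-* against wild type to KE4 against KE8, the embryos of letter K. The comparison between the mutants then rests on this pair as well. Such values come from 1 embryo on each side and do not test the genotype.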

To explore the impact of GPR124 ICD deletion on BBB transcriptional programs, we performed RNA-seq using brain endothelial cells isolated from wild-type, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^* E15.5 embryo forebrains in four biological replicates. 

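Against wild type, 944 genes were higher and 700 were lower in *Gpr124-/-*, and 148 genes were higher and 172 were lower in *Gpr124 ΔC/ΔC*. When *Gpr124-/-* was compared with *Gpr124 ΔC/ΔC* directly, 444 genes were higher and 322 were lower. The median absolute log2 fold change of the called genes was 1.71 in *Gpr124-/-* and 1.47 in *Gpr124 ΔC/ΔC*, both against wild type. For 1433 of the 1644 genes called in *Gpr124-/-*, and for 310 of the 320 called in *Gpr124 ΔC/ΔC*, the CPM of the 4 mutant embryos did not overlap those of the 4 wild-type embryos. Chance gives such a separation for 2.86% of genes that were not selected, but these genes were selected for a difference between the same libraries, so the counts are descriptive. Without the fold-change threshold, 3295 genes passed in *Gpr124-/-* and 680 in *Gpr124 ΔC/ΔC*. With the first letter of the embryo label as a term, 428 genes were called in *Gpr124 ΔC/ΔC* against wild type, more than the 320 without it. In the comparisons of *Gpr124-/-*, the same term rests on KE4 against KE8, so its gene counts are not weighed here. The genes called between the mutants also depended on single libraries, as 268 genes were higher in *Gpr124-/-* than in *Gpr124 ΔC/ΔC* without the *Gpr124-/-* embryo ME1 and 267 without ME5.

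Genes were ranked among those with a mean of at least 8 CPM over the 12 libraries and no overlap between genotypes. Among these, the largest rises in *Gpr124-/-* were those of *Cd300lg*, *Ccn4*, *Esm1*, *Kcne3* and *Ttc9*. Their log2 fold changes ran from 5.54 for *Cd300lg* to 4.23 for *Ttc9*. Among the large falls were those of *Ptges* (−5.95), *Slc22a8* (−5.42), *Slco1c1* (−5.29) and *Slc38a5* (−5.17), with adjusted p values from 3.93e-07 for *Slc22a8* to 2.1e-06 for *Slc38a5* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc22a8* and *Slc38a5* were higher in the *Gpr124-/-* embryo KE4, with 13.924 and 221 TPM, than in the other 3 *Gpr124-/-* embryos, which had at most 5.65 and 81.6 TPM. In *Gpr124 ΔC/ΔC*, the largest rises of ranked genes were those of *Dmp1*, *Unc13c*, *Ttc9*, *Mmp2* and *Hapln1*, from 3.62 for *Dmp1* to 2.29 for *Hapln1*. The largest falls of ranked genes were those of *Slc44a5*, *Ddc*, *Slco1c1*, *Tgfa* and *Ptges*, from −3.29 for *Slc44a5* to −2.61 for *Ptges*. *Notum* (−4.41, mean of 5.92 CPM) and *Frzb* (−4.07) fell further in *Gpr124 ΔC/ΔC* but were not among the ranked genes. *Mmp2*, on chromosome 8, rose from 18.6 ± 3.56 TPM (SD, n = 4) in wild type to 104 ± 22.1 (SD, n = 4) in *Gpr124 ΔC/ΔC* and 219 ± 27.3 (SD, n = 4) in *Gpr124-/-*. Its log2 fold change was 2.41 (standard error 0.15) in *Gpr124 ΔC/ΔC* and 3.52 (standard error 0.16) in *Gpr124-/-*. *Dmp1* also rose in both mutants, with 3.75 in *Gpr124-/-*, and the difference between the mutants had an adjusted p of 0.861 (edgeR).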

The number of differentially expressed genes (upregulated, 178 genes; downregulated, 229 genes) in wild type versus *Gpr124^ΔC/ΔC^* was less than in wild type versus *Gpr124^−/−^* (upregulated, 1011 genes; downregulated, 731 genes) (Fig. 3A). Most of the genes that were differentially expressed in wild type versus *Gpr124^ΔC/ΔC^* overlapped with those in wild type versus *Gpr124^−/−^* (133 genes upregulated and 207 genes downregulated) (Fig. 3A). 

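In these data, 122 genes were higher and 163 were lower in both mutants than in wild type, and no gene was called in opposite directions in the mutants. Of the 1820 genes with an unadjusted p under 0.05 in both, 21 had opposite directions. The shared genes made up 82.4% of the genes called higher and 94.8% of those called lower in *Gpr124 ΔC/ΔC*. A further 822 genes were higher and 537 lower in *Gpr124-/-* only, while 26 were higher and 9 lower in *Gpr124 ΔC/ΔC* only. Of the 285 shared genes, 255 changed less in *Gpr124 ΔC/ΔC* than in *Gpr124-/-*, with median absolute log2 fold changes of 1.48 and 2.41, and 116 of them were also called between the mutants. Of the genes called in *Gpr124-/-*, 91.2% had the same sign in *Gpr124 ΔC/ΔC*. Both comparisons use the same 4 wild-type libraries, which alone gives the fold changes some similarity. In 20 simulations in which *Gpr124-/-* changed as observed and *Gpr124 ΔC/ΔC* did not change, no gene was called in *Gpr124 ΔC/ΔC*, and 59.8% of the *Gpr124-/-* calls had the same sign (58.0% to 61.5%). Across genes, which are not independent replicates, the correlation of the log2 fold changes was 0.618 in the data and 0.182 in these simulations (0.157 to 0.214), but 0.485 (0.457 to 0.507) in simulations in which neither mutant changed, so the correlation alone is weak evidence of shared change.

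**Figure D1:**
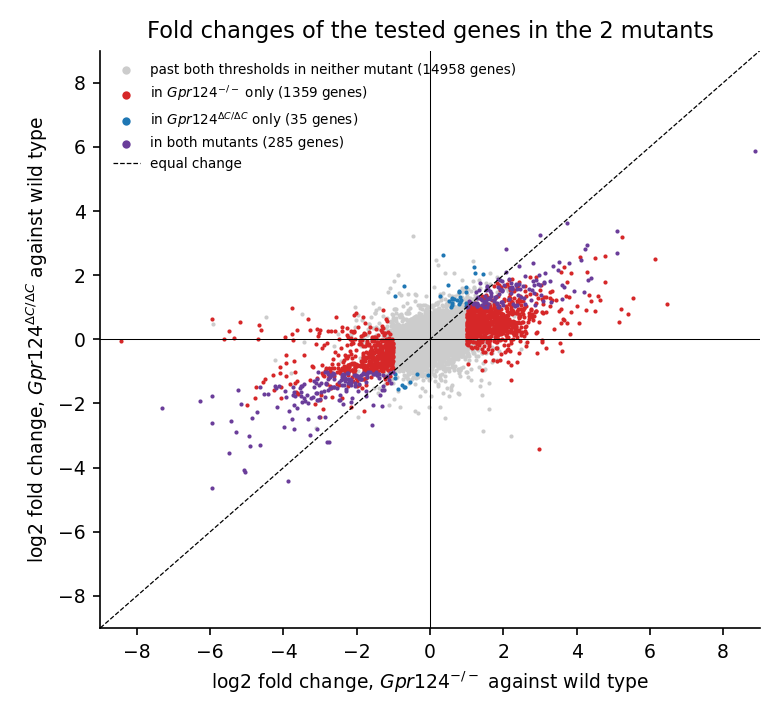
Log2 fold change of each tested gene in *Gpr124 ΔC/ΔC* (vertical axis) against that in *Gpr124-/-* (horizontal axis), both relative to wild type, with 1 point per gene and 4 embryos per genotype. The 285 genes called in both mutants lie in the quadrants of equal sign, and 255 of them changed less in *Gpr124 ΔC/ΔC*, so that they lie between the dashed line of equal change and the horizontal axis.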

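Euclidean distances between the 12 libraries were computed from log2 CPM of the tested genes with a prior count of 2. The mean distance was 119 ± 12.7 (SD over pairs) between *Gpr124-/-* and wild-type libraries and 80.4 ± 10.4 within these genotypes, a ratio of 1.48. The exact permutation over the 35 splits, which counts ratios at least as large, gave p = 0.0286, the smallest p that 4 libraries against 4 allow. Between *Gpr124 ΔC/ΔC* and wild type the mean was 91.5 ± 11.6, against 84.2 ± 13.0 within them, a ratio of 1.09 (exact permutation, p = 0.114). Between *Gpr124-/-* and *Gpr124 ΔC/ΔC* the ratio was 1.28 (exact permutation, p = 0.0286). The distance measure that moved these ratios most was 1 minus the Pearson correlation, with 2.21 for *Gpr124-/-* and 1.18 for *Gpr124 ΔC/ΔC*, each to wild type. Over the alternatives the exact permutation p for *Gpr124 ΔC/ΔC* against wild type lay between 0.0571 and 0.114. Within letter J the ratio of *Gpr124 ΔC/ΔC* to wild type was 1.19 and within letter L it was 1.16, with too few libraries for a test. In the tree with complete linkage, the first split set the 4 *Gpr124-/-* libraries apart from the other 8. The next split among those 8 followed the label letter, with the J libraries of both genotypes on one side and KE8, LE6, LE2 and LE5 on the other. Without the *Gpr124 ΔC/ΔC* library JE3, and with log2(TPM + 1) in place of log2 CPM, 1 library fell on the other side of the first split.

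**Figure D2:**
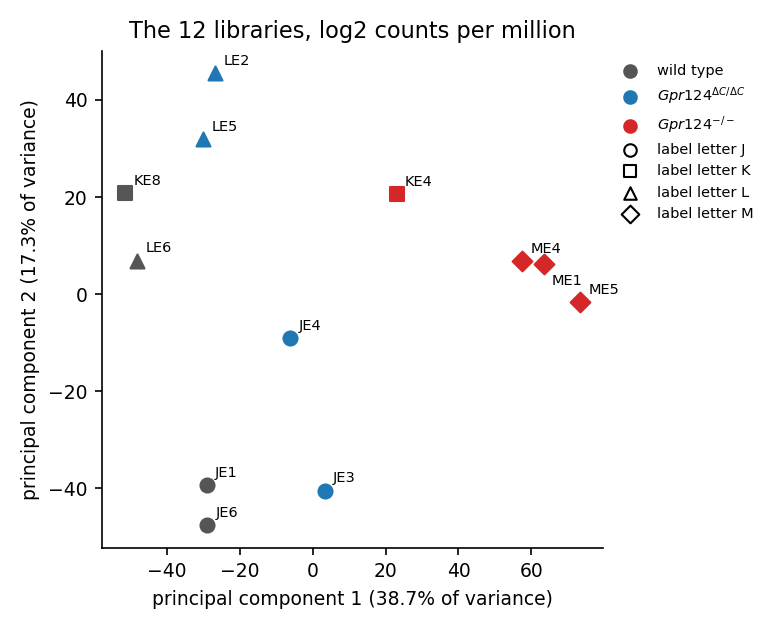
The 12 libraries on the first principal components of log2 CPM, colored by genotype, with the symbol giving the first letter of the embryo label. The horizontal axis (38.7% of the variance) holds the 4 *Gpr124-/-* libraries at its right side, and on the vertical axis (17.3%) the wild-type and *Gpr124 ΔC/ΔC* libraries of letter J lie below those of letters K and L.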

In a sample-to-sample distance heatmap, hierarchical clustering revealed that wild-type and *Gpr124^ΔC/ΔC^* were closely related in overall gene expression whereas *Gpr124^−/−^* formed a distinct cluster (Fig. 3B). For the differentially expressed genes between wild type, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^*, we focused on genes from the gene ontology (GO) terms ‘WNT signaling pathway’ (GO: 0016055) and some related to BBB or tight junctions (GO: 0070160, 0060856 and 0035633). *Gpr124^−/−^* knockout mice manifested strongly dysregulated WNT signaling and BBB/tight junction gene expression, which were not significantly altered in *Gpr124^ΔC/ΔC^* mice relative to wild type (Fig. 3C-F, Fig. S6A), consistent with minimal *Gpr124^ΔC/ΔC^* vascular phenotypes (Fig. 2). 

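The genes drawn in Fig. 3C and D were tested as lists, with each fold change signed so that the direction drawn for *Gpr124-/-* is positive. Of the 43 WNT signaling genes 41 were tested, and all 28 BBB/tight junction genes were tested. The study chose both lists on these same libraries, so their change in *Gpr124-/-* is not independent evidence. That choice also favors a larger change in *Gpr124-/-* than in *Gpr124 ΔC/ΔC*, and both lists include *Adgra2*, the mutated gene. In *Gpr124-/-* the median signed log2 fold change was 1.60 for the WNT list and 1.93 for the BBB list. In *Gpr124 ΔC/ΔC* the medians were 0.89 and 0.73, with adjusted p values of 2.66e-06 and 0.000262 over 6 tests with fry, the rotation test of limma. In 38 of 41 and 25 of 28 genes, *Gpr124 ΔC/ΔC* differed from wild type in the drawn direction. In 20 simulations that shared the wild-type libraries, *Gpr124 ΔC/ΔC* was left unchanged. The median over the list genes called in the simulated *Gpr124-/-* was then 0.03 on average for both lists and at most 0.12. These simulated medians leave out the list genes not called in a simulation, unlike the medians over all 41 and 28 genes. Genes outside the lists were not considered, so the effect of the study's choice is covered only in part. Single genes in *Gpr124 ΔC/ΔC* were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the WNT list 13 genes had an adjusted p under 0.05 over all genes tested, 21 did when adjusted over the list alone, and 11 passed both thresholds. In the BBB list the same counts were 7, 10 and 5. The largest falls in *Gpr124 ΔC/ΔC* in the WNT list were those of *Notum* (−4.41), *Frzb* (−4.07), *Nkd1* (−2.49) and *Wnt5a* (−2.48), and in *Gpr124-/-* these genes had log2 fold changes of −3.88, −5.07, −3.77 and −3.32. The BBB genes past both thresholds in *Gpr124 ΔC/ΔC* were *Mfsd2a*, *Igsf5*, *Pard6g*, *Bdkrb2* and *Ptgs1*. Changes were smaller in *Gpr124 ΔC/ΔC* than in *Gpr124-/-* for 38 of 41 WNT genes and for 28 of 28 BBB genes. The direct difference between *Gpr124-/-* and *Gpr124 ΔC/ΔC* had medians of 1.03 and 1.19 (fry, adjusted p = 4.86e-06 and 6.97e-06). The median of the WNT list between the mutants was the value that moved most, to 0.42 with the label letter as a term. For *Gpr124 ΔC/ΔC* against wild type, the medians stayed between 0.86 and 0.90 for the WNT list and between 0.58 and 0.79 for the BBB list over the alternatives.

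**Figure D3:**
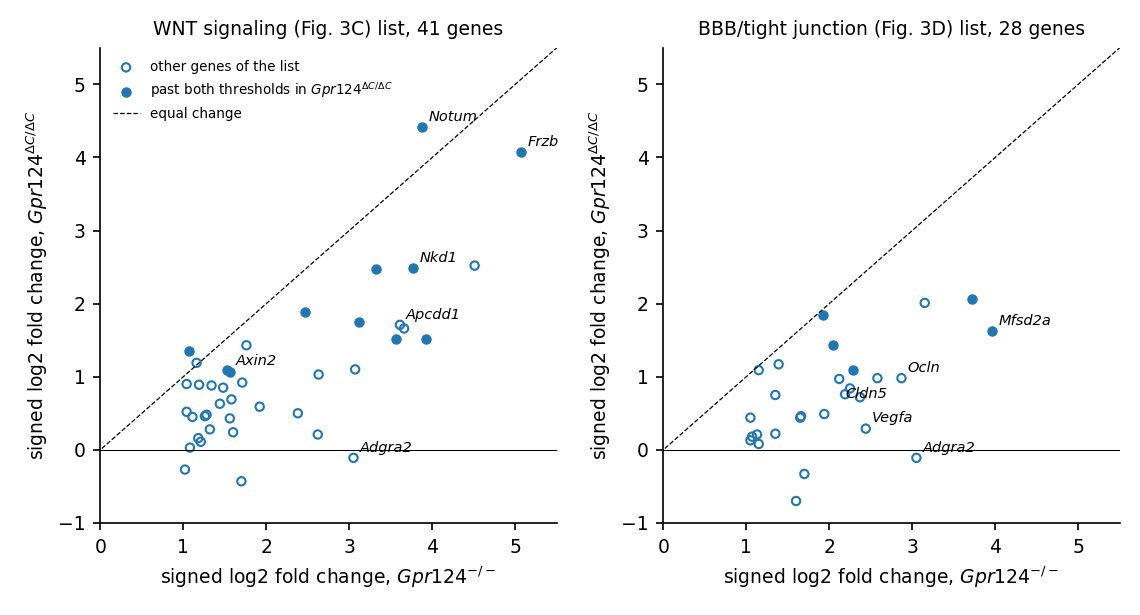
Log2 fold changes against wild type of the tested genes of Fig. 3C (left, 41 genes) and Fig. 3D (right, 28 genes) in *Gpr124-/-* (horizontal axis) and *Gpr124 ΔC/ΔC* (vertical axis), signed so that the direction drawn for *Gpr124-/-* is positive. Filled points passed both thresholds in *Gpr124 ΔC/ΔC* (11 and 5 genes), and points under the dashed line changed less in *Gpr124 ΔC/ΔC* than in *Gpr124-/-* (38 and 28 genes).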

We also analyzed the WNT target mRNAs *Axin2* and *Apcdd1*, as well as the BBB-enriched mRNAs *Cldn5*, *Ocln*, *Zo1* (*Tjp1*), *Glut1* (*Slc2a1*) and *Mfsd2a* (Ben-Zvi et al., 2014; Chang et al., 2017; Cho et al., 2017; Boye et al., 2022). Expression of these genes was significantly downregulated by *Gpr124^−/−^* knockout, but milder reductions, if any, were typically observed in *Gpr124^ΔC/ΔC^* (Fig. 3E,F). 

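On GRCm38, *Axin2* lies on chromosome 11 from 108920349 to 108950783, *Apcdd1* on chromosome 18 from 62922327 to 62953195, and *Cldn5* on chromosome 16 from 18776847 to 18778260. *Ocln* lies on chromosome 13 from 100496507 to 100552718, *Tjp1* on chromosome 7 from 65296165 to 65527781, *Slc2a1* on chromosome 4 from 119108711 to 119137983 and *Mfsd2a* on chromosome 4 from 122946850 to 122961188. In *Gpr124-/-*, all 7 genes were lower than in wild type, with log2 fold changes between −0.69 for *Tjp1* (adjusted p = 0.0117) and −3.96 for *Mfsd2a* (adjusted p = 1.86e-06, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tjp1* no longer had an adjusted p under 0.05 with limma on log2(TPM + 1) (adjusted p = 0.0729). Its adjusted p ran from 0.00172 (DESeq2) to 0.129 (limma without the filter on TPM) over the alternatives. With the label letter as a term its log2 fold change was −0.74, from KE4 and KE8 alone. Mean TPM relative to wild type was 0.349 in *Gpr124-/-* and 0.502 in *Gpr124 ΔC/ΔC* for *Axin2*, and 0.0866 and 0.314 for *Apcdd1*. The relative TPM was 0.236 and 0.544 for *Cldn5*, 0.142 and 0.542 for *Ocln*, and 0.637 and 1 for *Tjp1*. For *Slc2a1* it was 0.465 and 0.812, and for *Mfsd2a* it was 0.0665 and 0.349. *Axin2* had 6.86 ± 0.734 TPM (SD, n = 4) in wild type, 3.44 ± 0.546 (SD, n = 4) in *Gpr124 ΔC/ΔC* and 2.40 ± 0.0686 (SD, n = 4) in *Gpr124-/-*. Its log2 fold change in *Gpr124 ΔC/ΔC* was −1.07 (standard error 0.15, adjusted p = 0.00104, edgeR). *Cldn5* fell by 0.97 on the log2 scale in *Gpr124 ΔC/ΔC* (adjusted p = 0.00139, edgeR) and *Mfsd2a* by 1.62 (adjusted p = 0.00443, edgeR). The exact two-sided permutation test on TPM gave p = 0.0286 for *Axin2*, *Cldn5*, *Ocln* and *Mfsd2a* in *Gpr124 ΔC/ΔC*, which was 0.0762 after adjustment over the 16 genes of Fig. 3E, Fig. 3F and Fig. S6A. In the count model, *Ocln* (log2 fold change −0.98, adjusted p = 0.0512) and *Apcdd1* (−1.71, adjusted p = 0.0804, edgeR) fell short of the threshold over all genes. They passed it when adjusted over the list alone (adjusted p = 0.0057 and adjusted p = 0.00963, edgeR), as did *Slc2a1* (−0.40, adjusted p = 0.0215, edgeR). The study chose this list, so adjustment over it alone is not independent evidence. With the label letter as a term, *Apcdd1* had an adjusted p of 0.00421 and *Ocln* of 0.000621 in *Gpr124 ΔC/ΔC* (edgeR), and over the alternatives these ran to 0.161 and 0.28. Without the *Gpr124 ΔC/ΔC* embryo JE3, the adjusted p of *Apcdd1* was 0.014 (edgeR). *Tjp1* in *Gpr124 ΔC/ΔC* had a log2 fold change of −0.09 (adjusted p = 0.925, edgeR), which was 0.02 without the wild-type embryo KE8. Between the mutants, *Cldn5*, *Ocln*, *Mfsd2a*, *Slc2a1* and *Apcdd1* were lower in *Gpr124-/-* than in *Gpr124 ΔC/ΔC*, with log2 fold changes from −0.75 for *Slc2a1* to −2.35 for *Mfsd2a* and adjusted p values up to 0.0324 (edgeR). With the label letter as a term, where *Gpr124-/-* enters through KE4 and KE8 alone, the difference was −1.17 for *Apcdd1* and −0.89 for *Cldn5*. Both genes, *Slc2a1* and *Mfsd2a* then fell short of the threshold, but 1 embryo on each side gives little power. The adjusted p of *Ocln* stayed under 0.05 over the alternatives. With 1 library left out, *Apcdd1* passed in 6 of 12 fits, and its adjusted p was 0.0988 without ME1 (edgeR). *Tjp1* was lower by −0.61 (adjusted p = 0.045, edgeR), with 4 of 12 such fits passing (adjusted p up to 0.132 without LE2) and an adjusted p up to 0.279 over the alternatives. *Axin2* differed between the mutants by −0.48 (adjusted p = 0.0646, edgeR), and its adjusted p ran from 0.0436 to 0.855 over the alternatives.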

The immunofluorescence staining revealed a decreased number of GLUT1-expressing CD31+ endothelial cells and impaired expression of GLUT1 and CLND5 in cortex and MGE (Fig. S5), consistent with RNA-seq showing hypomorphic partial impairment of WNT signaling (Fig. 3). Importantly, although BBB marker expression was decreased in *Gpr124^ΔC/ΔC^* cortex, this was not accompanied by any defects in vascularization, as the capillary networks in the cortex were normal (Fig. 2G). GO enrichment analysis of the differentially expressed genes revealed that *Gpr124^−/−^*, but not *Gpr124^ΔC/ΔC^*, mice exhibited dysregulation of gene expression relevant to cell migration, cell adhesion and angiogenesis (Fig. S7). 

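The term enrichment itself was not recomputed, since the table of GO annotations was not used here. In its place, gene families of adhesion and guidance were tested, defined by their symbols. Of 6 families, 3 differed between *Gpr124-/-* and wild type with fry after adjustment over 12 tests. Integrins had a median log2 fold change of 0.40 (adjusted p = 0.00694, limma's fry), with 15 of 21 genes higher. Collagens had a median of 0.16 (adjusted p = 0.0094, fry), with 20 of 33 genes higher, and semaphorins and plexins had 0.25 (adjusted p = 0.0148, fry), with 22 of 30 genes higher. The median of the collagens was −0.35 with the label letter as a term, which compares KE4 with KE8 alone, so its direction was not settled. Laminins (0.62, adjusted p = 0.0582), cadherins (0.13, 0.122) and ephrins with their receptors (0.41, 0.693) did not pass. With all 12 libraries, no family had an adjusted p under 0.05 in *Gpr124 ΔC/ΔC* with fry, where 1 of the 6 had an unadjusted p under 0.05. Integrins, laminins and cadherins passed in *Gpr124 ΔC/ΔC* without the library JE3, and cadherins without LE6, so this result rested on single libraries. The medians in *Gpr124 ΔC/ΔC* lay between −0.13 for collagens, which was 0.09 with the label letter as a term, and 0.33 for laminins. Cadherins (median 0.24 in *Gpr124 ΔC/ΔC*) had an adjusted p of 0.0358 with camera at its preset correlation and 0.0582 with fry, and none of the 3 calls made in *Gpr124-/-* with fry passed with camera. The number of families called with fry rested on single libraries, with 8 of the 12 tests passing without the *Gpr124 ΔC/ΔC* library JE3, 5 without the wild-type library LE6 and 2 without the *Gpr124-/-* library ME4. With the label letter as a term the 3 calls in *Gpr124-/-* were lost, but there the test rests on KE4 against KE8 alone. No call in *Gpr124 ΔC/ΔC* appeared with this term.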

We also analyzed adult brain endothelial cells from *Gpr124^flox/+^; Cdh5-CreER*, *Gpr124^flox/ΔC^; Cdh5-CreER* and *Gpr124^flox/−^; Cdh5-CreER* mice, that, upon *in vivo* tamoxifen treatment, yielded effective *Gpr124*^+/−^, *Gpr124^ΔC/−^* and *Gpr124*^−/−^ genotypes, respectively. Upon subsequent qRT-PCR analysis, alterations in WNT target mRNAs *Axin2*, *Apcdd1* and *Cldn5* between *Gpr124*^+/−^ and *Gpr124^ΔC^*^/−^ endothelium did not reach statistical significance, in contrast to more severe reductions in *Gpr124*^−/−^ (Fig. S6B). Thus, GPR124^ΔC^ protein is still competent to maintain endothelial WNT signaling and target gene expression.

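Across the genes called in *Gpr124-/-*, the median ratio of the log2 fold change in *Gpr124 ΔC/ΔC* to that in *Gpr124-/-* was 0.40. The ratio had a median of 0.44 in the WNT list and 0.35 in the BBB list. In single *Gpr124 ΔC/ΔC* embryos, the slope of the log2 fold change on that of *Gpr124-/-* was 0.381 for JE3, 0.36 for JE4, 0.344 for LE2 and 0.276 for LE5. *Nkd2* fell in both mutants, with log2 fold changes of −1.35 (standard error 0.22) in *Gpr124 ΔC/ΔC* and −1.07 (standard error 0.22) in *Gpr124-/-*, and a difference of 0.29 (standard error 0.22, adjusted p = 0.477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lef1* fell by 0.16 on the log2 scale in *Gpr124 ΔC/ΔC* (adjusted p = 0.558) and by 0.70 in *Gpr124-/-* (adjusted p = 0.000376, edgeR). With the label letter as a term its fall in *Gpr124-/-* was 0.40, from KE4 and KE8 alone. In *Lef1*, 13.7% of its exon bases overlap exons of *Gm43352* on the opposite strand. The adult endothelial cells analyzed by RT-qPCR are not analysed here. The paper's conclusion follows those data, and states that GPR124 ΔC protein is still competent to maintain endothelial WNT signaling and the expression of its target genes.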

**Fig. 3.**
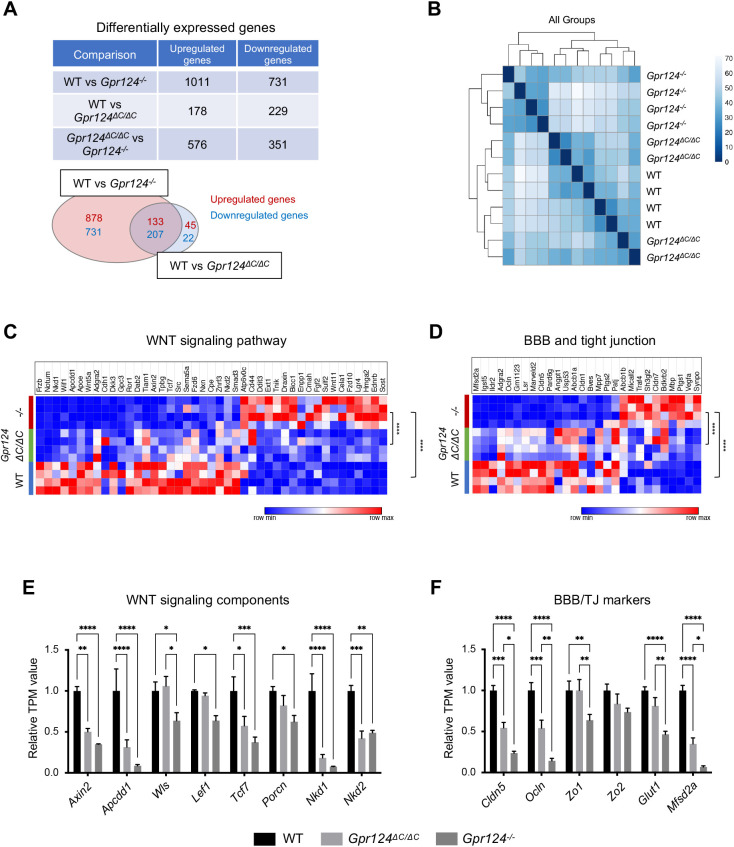
**GPR124 ICD deletion partially impairs WNT target gene expression in embryonic brain endothelial cells.** (A-F) Bulk RNA-seq analysis of FACS-purified CD31+ brain endothelial cells from wild-type, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^* E15.5 embryo forebrains in four biological replicates. (A) The number of differentially expressed genes based on absolute log_2_ fold change>1 and adjusted *P*-value <0.05. (B) Heatmap of sample-to-sample distance. The overall similarity among samples was assessed by the Euclidean distance between samples. The shorter the distance, the closer the relationship between samples. Samples were then clustered by using the imputed distance. (C,D) Heatmap of relative expression for (C) WNT signaling pathway (GO: 0016055) and (D) BBB/tight junction (GO: 0070160, 0060856 and 0035633) mRNAs that were differentially expressed between wild type and *Gpr124*^−/−^ (absolute log_2_ fold change>1, *P*<0.05). Two-sided *P*-values were calculated by two-way ANOVA, Tukey's multiple comparisons test. ****P<0.0001. (E,F) Relative TPM values of WNT signaling (E) and BBB/TJ components (F) from RNA-seq in wild type, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^.* Wild type, *n*=4; *Gpr124^ΔC/ΔC^*, *n*=4; *Gpr124*^−/−^, *n*=4. Data are mean±s.e.m. Two-sided *P*-values were calculated by two-way ANOVA, Tukey's multiple comparisons test. *P<0.05, **P<0.01, ***P<0.001 and ****P<0.0001.

### GPR124 regulates WNT signaling in a cell surface expression-dependent manner independent of the ICD

We next correlated differential cell surface expression levels of GPR124 WT and GPR124ΔC with WNT signaling activity in the corresponding mouse brain endothelium. The availability of multiple *Gpr124* mutants constituted an allelic series with progressively decreasing GPR124 cell surface expression as *Gpr124^+/+^* (wild type)>*Gpr124^ΔC/+^* > *Gpr124^+/−^* > *Gpr124^ΔC/ΔC^* > *Gpr124^−/−^* (Fig. 1E), which was then correlated to WNT target gene expression in FACS-sorted embryonic brain endothelium from corresponding E15.5 embryos (Fig. 3). In this allelic series, the mRNA expression of WNT target genes *Axin2* and *Apcdd1*, and the BBB marker *Cldn5* corresponded to the amount of cell-surface GPR124 expression, following the rank order *Gpr124^+/+^* (wild type)>*Gpr124^ΔC/+^*>*Gpr124^−/+^*>*Gpr124^ΔC/ΔC^*>*Gpr124^−/−^*, where both wild type and *Gpr124^ΔC/+^* attained maximal WNT signaling activity (Fig. 4A). The coefficient of determination R^2^, which describes the correlation between GPR124 cell surface expression versus WNT target gene expression in the allelic series of wild type, *Gpr124^+/−^*, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^*, was 0.57 for *Axin2*, 0.67 for *Apcdd1* and 0.78 for *Cldn5*. Similarly, R^2^ in the allelic series of *Gpr124^ΔC/+^*, *Gpr124^+/−^*, *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^* was 0.55 for *Axin2*, 0.69 for *Apcdd1* and 0.83 for *Cldn5* (Fig. 4A). The R^2^ value of *Cldn5* indicated strong positive correlation with cell-surface GPR124 expression and the R^2^ value of *Axin2* and *Apcdd1* showed moderate positive association. These results suggest that the minor *Gpr124^ΔC/ΔC^* CNS vascular phenotypes are attributable to decreased cell surface GPR124 expression and do not obligately invoke impaired receptor signaling.

**Fig. 4.**
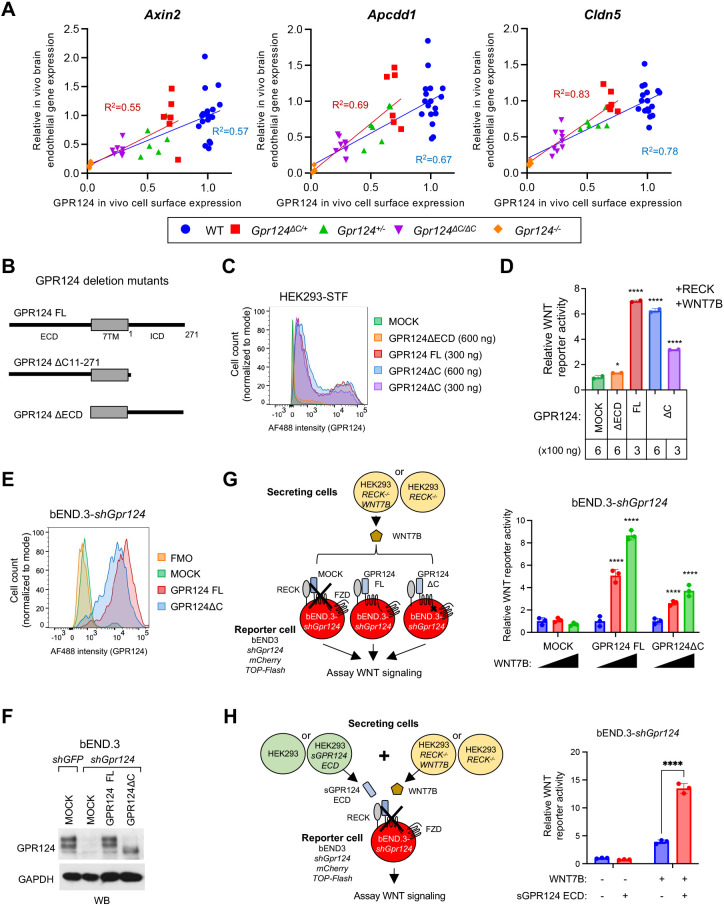
**GPR124 regulates WNT signaling in a cell surface expression-dependent manner that is independent of the GPR124 ICD.** (A) Correlation between cell surface GPR124 protein level and WNT target gene expression in embryonic brain endothelium. Plots were generated from cell surface expression (Fig. 1E) and gene expression assessed by RT-qPCR from E15.5 FACS-purified CD31+ brain EC (Fig. 3) from the indicated genotypes. Each value was normalized to wild-type control. Wild type, *n*=17 embryos; *Gpr124^ΔC/+^*, *n*=6; *Gpr124^+/−^*, *n*=6; *Gpr124^ΔC/ΔC^*, *n*=8; *Gpr124^−/−^*, *n*=5. (B) GPR124 FL, ICD deletion mutant and ECD deletion mutant transfection constructs. (C) FACS analysis of cell-surface GPR124 expression after transfection of the constructs in B. HEK293 STF cells were co-transfected with the indicated expression constructs (mock, 600 ng; *GPR124ΔECD*, 600 ng; *GPR124ΔC*, 300 or 600 ng; *GPR124 FL*, 300 ng per well) and *RECK* and *WNT7B*, and cultured for 2 days. (D) Relative WNT reporter activity in Super TOP-Flash (STF) canonical WNT/β-catenin reporter assay from C. (E) FACS analysis of cell-surface GPR124 expression in bEND.3-*shGpr124* cells after lentiviral overexpression of shRNA-resistant lenti-*GPR124 FL* and *GPR124ΔC*. (F) Immunoblotting analysis of E with anti-GPR124 (top panel) and anti-GAPDH (bottom panel). (G) Rescue of WNT7 signaling in GPR124-deficient bEND.3 reporter cells by GPR124 FL or GPR124ΔC secretor cells. bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* cells were co-cultured with increasing amounts of HEK293 *RECK^−/−^ WNT7B* or control HEK293 *RECK^−/−^* cells for 2 days (blue, no WNT7B cells; red and green represent HEK293 *RECK^−/−^ WNT7B*+bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* co-culture at 0.5:1 and 1:1 ratios, respectively). Firefly luciferase activity from TOP-Flash was normalized to the no WNT7B stimulation condition (right panel). (H) GPR124 ECD stimulates WNT7 signaling in GPR124-deficient bEND.3 cells. Here, bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* reporter cells were co-cultured with HEK293 *RECK^−/−^ WNT7B* or HEK293 *RECK^−/−^* control secretor cells, in addition to either secretor HEK293 cells expressing sGPR124 ECD or control HEK293. TOP-Flash luciferase activity was normalized to the no WNT7B, no sGPR124 ECD condition (right panel). Data are mean±s.e.m. of three independent experiments. Two-sided *P*-values were calculated by one-way ANOVA Dunnett's multiple comparisons test for D (versus mock), and two-sided *P*-values were calculated by two-way ANOVA, Dunnett's multiple comparisons test for G (versus left bar: no WNT7B stimulation in each) and H [versus control (blue bar)]. *P<0.05 and ****P<0.0001.

We also tested whether impaired GPR124^ΔC^ WNT signaling could correlate with decreased cell-surface expression in transient transfection assays. Specifically, the reduced cell surface expression of GPR124^ΔC^ relative to full-length GPR124 (GPR124 FL) was rescued by the transfection of increasing amount of GPR124^ΔC^ (600 ng) into HEK293 cells, in which the decreased GPR124^ΔC^ cell surface expression was normalized to the level of GPR124 wild-type protein (Fig. 4B-D). Under these equivalent cell surface expression conditions, canonical WNT reporter assays using TOP-Flash luciferase reporter in HEK293 cells revealed equivalent WNT7 signaling strength for both GPR124 FL and GPR124^ΔC^ in the presence of RECK (Fig. 4B-D), suggesting that GPR124 ICD is not essential for WNT7 signaling, paralleling results in primary mouse brain endothelium (Fig. 4A).

Furthermore, the activity of GPR124^ΔC^ versus GPR124 FL was compared upon expression in *Gpr124*-knockdown bEND.3 endothelial cells. We used previously described mouse brain endothelial cells with *Gpr124* knockdown targeting the 3′-UTR (Kuhnert et al., 2010), which were further lentivirally transduced with the TOP-Flash WNT reporter and mCherry. The resultant bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* cells comprised a *Gpr124-*knockdown background into which lentiviruses expressing shRNA-resistant human *GPR124 FL* and *GPR124ΔC* constructs lacking their 3′UTR were transduced (Fig. 4E,F). Graded WNT7 stimulation was achieved by co-culturing bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* cells with increasing amounts of HEK293 *RECK^−/−^ WNT7B* cells (Vallon et al., 2018), which maximize WNT7B secretion without interference from competitive WNT7B binding to RECK. Both *GPR124 FL* and *GPR124^ΔC^* upregulated canonical WNT reporter activity in FACS-purified bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* cells in a WNT7 dose-dependent manner, affirming the signaling competence of GPR124^ΔC^ (Fig. 4G). We were technically unable to titrate lentiviral infections to achieve equivalent cell surface expression of GPR124 FL and GPR124^ΔC^. Thus, although both GPR124 FL and GPR124^ΔC^ exhibited signaling competence, the expected impaired expression of GPR124^ΔC^ versus GPR124 FL corresponded to decreased GPR124^ΔC^ WNT reporter activity (Fig. 4G).

Given the lack of effects of ICD deletion, and previous studies indicating that the GPR124 ECD promotes signaling in HEK293 cells (Vallon et al., 2018; America et al., 2022), we assessed whether the GPR124 ECD was sufficient to mediate WNT7 signaling in a more physiological endothelial cell context. Thus, we examined whether the GPR124 ECD could rescue the absence of endogenous GPR124 in *Gpr124*-knockdown mouse brain endothelial bEND.3 cells. Accordingly, bEND.3-*Gpr124 shRNA-TOP-Flash-mCherry* cells were simultaneously co-cultured with both HEK293 cells overexpressing the soluble GPR124 ECD (sGPR124 ECD) and HEK293 *RECK^−/−^* WNT7B cells. Notably, sGPR124 ECD was indeed sufficient to induce the TOP-Flash reporter in a WNT7B-dependent manner in *Gpr124*-knockdown bEND.3 cells lacking endogenous GPR124 (Fig. 4H). Together, the ability of the GPR124 ECD (Fig. 4H) and GPR124^ΔC^ (Fig. 4G) to rescue WNT7 signaling in *Gpr124*-knockdown bEND.3 cells, combined with the lack of *in vivo* BBB and CNS angiogenesis phenotypes in *Gpr124^ΔC/ΔC^* embryos, neonates and adults (Figs 1-3) suggests a mechanism of mammalian GPR124 action that primarily uses the ECD rather than the ICD.

## DISCUSSION

The BBB stringently regulates the passage of nutrients and macromolecules into the CNS, and BBB dysfunction underlies diverse pathologies, including stroke, neoplasia and neurodegeneration (reviewed by Rada et al., 2023; Wu et al., 2023). Despite the well-established GPR124/RECK/WNT7 essential regulation of developmental and pathological brain angiogenesis and BBB function, the molecular mechanism of GPR124 action remains poorly understood (Stenman et al., 2008; Daneman et al., 2009; Cho et al., 2017; Eubelen et al., 2018; Vallon et al., 2018). Discrepancies in GPR124 ICD function between mammals and zebrafish have been inferred from *in vitro* cell culture and zebrafish CNS angiogenesis models. During zebrafish embryogenesis, *gpr124* ICD mutants cannot rescue *gpr124-*null brain angiogenesis phenotypes (Eubelen et al., 2018; America et al., 2022). Specifically, the zebrafish GPR124 ICD has been reported to bind DVL, which then associates with FZDs, whereas mammalian GPR124 ICD does not bind to DVL (Eubelen et al., 2018; America et al., 2022). The C-terminal PDZ domain binding motifs (E-T-X-V) of both zebrafish and mammalian GPR124/FZD have been suggested as binding sites for the MAGUK adaptor proteins DLG1, DLG4 and MAGI3, as an additional GPR124-FZD bridging mechanism (Posokhova et al., 2015; America et al., 2022). However, using *in vitro* transfection assays, mammalian GPR124 ICD deletion mutants are still competent to enhance WNT7 signaling, in contrast to analogous zebrafish mutants (Posokhova et al., 2015; Vallon et al., 2018; America et al., 2022). We thus deleted the GPR124 ICD in mice to definitively address the function of this domain and determine its *in vivo* relevance to mammalian CNS angiogenesis.

Murine GPR124 null alleles are well established to elicit a pronounced embryonic lethal CNS-specific phenotype of impaired forebrain angiogenesis, hemorrhagic glomeruloid malformations, BBB defects and endothelial *Glut1* loss (Kuhnert et al., 2010; Anderson et al., 2011; Zhou and Nathans, 2014; Posokhova et al., 2015; Chang et al., 2017). However, GPR124 ICD deletion in *Gpr124^ΔC/ΔC^* mice did not induce embryonic lethality and live pups could be born. Some *Gpr124^ΔC/ΔC^* mice even survived to adulthood with lifespan comparable to littermate controls, although with slight reductions in body weight. Approximately 80% of *Gpr124^ΔC/ΔC^* mice died postnatally with cyanosis and respiratory compromise, but crucially possessed intact BBB integrity, as opposed to *Gpr124^−/−^* and *Reck^−/−^* mice (Anderson et al., 2011; Cho et al., 2017). One of many contributors to BBB-independent postnatal death in *Gpr124^ΔC/ΔC^* pups could be cleft palate, as reported in *Gpr124*-null mice (Anderson et al., 2011). Approximately 40% of *Gpr124^ΔC/ΔC^* P0 pups indeed exhibited cleft palate, and aspirated milk was present in the lungs of 12.5% of *Gpr124^ΔC/ΔC^* pups, which could underlie respiratory compromise. Potentially, altered MGE development from neurogenesis secondary to impaired angiogenesis and tissue damage could also contribute to subsequent postnatal death.

Strikingly, *Gpr124^ΔC/ΔC^* embryos exhibited normal cerebral cortex CNS angiogenesis without hemorrhage, in marked contrast to forebrain avascularity and glomeruloid malformations in *Gpr124^−/−^* null mice. Furthermore, *Gpr124^ΔC/ΔC^* neonates did not show BBB leakage, suggesting that, although WNT signaling is slightly decreased in *Gpr124^ΔC/ΔC^* mice, residual WNT signaling activity still exceeds a threshold required for CNS angiogenesis and BBB function (Fig. S8), consistent with our previous proposal of a WNT signaling threshold model for adult BBB function (Chang et al., 2017). The only observed vascular phenotype in *Gpr124^ΔC/ΔC^* embryos was a mild and variably penetrant CNS angiogenesis defect restricted to the MGE. However, we cannot unequivocally attribute the MGE phenotype to ICD deletion because the GPR124^ΔC^ mutant protein was expressed at less than wild-type levels. Indeed, as the MGE is the most sensitive brain region to GPR124/RECK signaling alteration (Zhou and Nathans, 2014; Cho et al., 2017), overall reduction in GPR124 protein levels, as opposed to ICD deletion, could conceivably underlie the *Gpr124^ΔC^* phenotype. *In vivo*, the degree of cell surface GPR124 expression in the *Gpr124^-^, Gpr124^ΔC^* and *Gpr124^+^* allelic series exhibited a direct correlation with brain endothelial expression of WNT target and BBB mRNAs. These data contrast with a recent study in which mammalian (mouse and human) GPR124 ICD deletion mutants failed to completely restore the CNS angiogenesis phenotype of *gpr124* knockdown zebrafish (∼60% rescue efficiency) and cell surface expression of the deletion constructs *in vivo* was not quantified (America et al., 2022). Conceivably, these differences could be attributable to species-specific signaling when mammalian GPR124 is expressed in zebrafish versus a more physiologically relevant mammalian context.

Overall, GPR124 ICD deletion mice still maintained sufficient endothelial WNT signaling to undergo normal cerebral cortex angiogenesis and did not phenocopy well-established *Gpr124* KO severe CNS vascular defects (Kuhnert et al., 2010; Anderson et al., 2011; Cullen et al., 2011; Zhou and Nathans, 2014), despite reduced Gpr124^ΔC^ protein expression (Fig. S8B). In mice, the ICD could confer stability of the GPR124 protein instead of mediating intrinsic signaling functions; however, this by no means excludes essential ICD functions in zebrafish or non-essential activities in mammals. In contrast to the ICD, an essential effector activity of the GPR124 ECD is consistently supported by chimeric zebrafish/mouse GPR124 protein studies and signaling activation by recombinant GPR124 ECD (Vallon et al., 2018; America et al., 2022). The present data support this model, as GPR124 ECD indeed potentiated WNT7 signaling in *Gpr124*-knockdown bEND.3 cells, although mechanisms of GPR124 ECD-mediated WNT7 signaling remain unclear and further analyses will be required to determine functional interactions with RECK and FZD/LRP. As GPR124 is a member of the adhesion G-protein-coupled receptor (aGPCR) family, which exhibits functional cooperativity between the ECD, 7TMD and ICD motifs (Vizurraga et al., 2020; Lala and Hall, 2022), our results provide precedent for signaling mediated at least partially through extracellular domains. Further investigations into this ECD signaling mechanism could yield an increased understanding of adhesion G-protein-coupled receptor function, as well as identify potentially druggable interfaces for therapeutic targeting.

## MATERIALS AND METHODS

### Generation of the Gpr124^ΔC^ allele

Gpr124-V5-stop ΔC mice were generated by CRISPR/Cas9-induced homologous recombination in single cell zygotes. Guide-RNA sequences used were as follows: 5′-AGCCCGGACATCTCTACGTC-3′ and 5′-AGCAGGCGCGCCAGGAAGCC-3′. A two-hundred nucleotide single-stranded oligo donor template was designed to insert the V5-STOP sequence in frame with the last transmembrane domain encoded by exon 19 and also introduced silent PAM site mutations to prevent further editing of the recombined allele. The sequence of this donor template is as follows: 5′-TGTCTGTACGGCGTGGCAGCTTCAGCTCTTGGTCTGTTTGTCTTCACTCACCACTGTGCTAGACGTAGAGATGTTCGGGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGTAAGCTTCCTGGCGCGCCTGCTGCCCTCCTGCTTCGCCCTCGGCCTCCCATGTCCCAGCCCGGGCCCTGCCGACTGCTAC-3′. gRNA, tracrRNA, the single stranded oligo donor template, and Cas9 protein were purchased from Integrated Data Technologies, and the gRNA-tracrRNA-Cas9 complex was formed according to manufacturer instructions. Super-ovulated C57Bl/6 females underwent timed matings and zygotes were harvested at the single cell stage. The CRISPR/Cas9 complex+donor template was microinjected into the zygote cytoplasm and cultured overnight in KSOM medium at 37°C. Viable two-cell embryos were transferred to the oviducts of pseudo-pregnant recipient dams. Microinjections and transgenesis were performed at the Penn Vet Transgenic Mouse Core. Subsequently, mating of F0 founder animals to B6DF1 females generated germline F1 animals, which were subsequently sequenced to confirm the desired mutation and establish the colony. The presence of the V5 tag was confirmed by genomic PCR using the following primers: 5′- TGTGTAGCTGTCTGTACGGC-3′ (forward) and 5′-CCATCCTCTGTAGCAGTCGG-3′ (reverse) with the expected products of 217 bp (*Gpr124^ΔC^* allele) and 172 bp (wild-type allele).

### Mice

Heterozygous *Gpr124^ΔC/+^* and *Gpr124^lacZ/+^* (referred to as *Gpr124^+/−^*) (Kuhnert et al., 2010) parents were intercrossed to generate homozygous *Gpr124^ΔC/ΔC^* and *Gpr124^−/−^* mice, respectively. E13.5 or E15.5 mouse embryos were obtained by setting up breeding pairs for timed pregnancies. The morning a female was found with a vaginal plug was considered E0.5. For adult mouse experiments, *Gpr124^ΔC/+^* and *Gpr124^+/−^* mice were crossed with mice bearing *Gpr124^flox^* allele (Chang et al., 2017) and the endothelial specific tamoxifen-inducible driver *Cdh5-CreER* (Wang et al., 2010). *Gpr124^flox/−^; Cdh5-CreER* and *Gpr124^flox/ΔC^; Cdh5-CreER* mice were administered with four doses of tamoxifen (2 mg/10 g body weight) (Sigma-Aldrich) in corn oil via oral gavage every other day for 7 days. Mice were allowed to recover from tamoxifen treatment for 3-4 weeks before experiments. Mice were housed in 12 h light and dark cycles in a pathogen-free animal facility. All animal experiments were performed in accordance with procedures approved by the Institutional Animal Care and Use Committee (IACUC) at Stanford University.

### Cell lines and maintenance

HEK293 (ATCC #CRL-1573), bEND.3 subline cells generated as described below were maintained in DMEM supplemented with 10% FBS and 100 μg/ml Normocin (InvivoGen) at 37°C and 5% CO_2_. Cells were tested for mycoplasma using PCR (25235, LiliF) and found to be negative.

### Primary brain endothelial cell culture

Adult mouse brains from wild-type, *Gpr124^ΔC/ΔC^* and *Gpr124^flox/flox^*; *Cdh5-CreER* mice were minced and digested with type IV collagenase (400 U/ml, Worthington), dispase (1.2 U/ml, Worthington) and DNase I (32 U/ml, Worthington) at 37°C for 30-40 min with pipetting every 10 min until adequate disaggregation, as previously described (Chang et al., 2017). FBS was added to the disaggregation reaction and the disaggregated cells were filtered through a 70 μm cell strainer and washed with 1× ice-cold PBS. After centrifugation at 400 ***g*** for 5 min, cell pellets were resuspended with 20% BSA and centrifuged at 1000 ***g*** at 4°C for 25 min to remove the myelin. Cells from one brain seeded into two wells of a six-well plate or 60 wells of a 96-well plate after coating the plates with 10 μg/ml fibronectin, and cultured in EGM-2-MV medium (CC3202, Clontech) until confluent (∼7 days). Cell culture medium was supplemented with 4 μg/ml puromycin and 1 μM 4-hydroxytamoxifen (6278, Sigma-Aldrich) for the first 3 days to kill all the other cell types, except brain ECs, and to induce endothelial-specific *Gpr124* knockout in *Gpr124^flox/flox^*; *Cdh5-CreER* cells. Wild-type and *Gpr124^ΔC/ΔC^* cells isolated in parallel received the same treatment. Medium was replaced every 2-3 days. After 7 days in culture, cells were analyzed for cell surface ELISA or lysed for immunoblotting.

### Tissue processing and immunofluorescence staining

E13.5 embryos and postnatal day 0 (P0) brains were harvested and fixed with 4% PFA in PBS at 4°C overnight and then transferred to 30% sucrose in PBS at 4°C overnight before being embedded in OCT and frozen on dry ice. Frozen tissues were sliced at 60 μm in free-floating sections using a cryostat and collected into a multi-well plate containing PBS. Sections were rinsed three times with PBS for 5 min each and incubated in blocking buffer (5% goat serum+0.3% Triton X-100 in PBS) at room temperature for 60 min. Sections were incubated with the following primary antibodies: hamster anti-CD31 (1:100, MAB1398Z, Millipore), rabbit anti-GLUT1 (1:200, RB-9052-P1, Thermo Fisher Scientific), rabbit anti-CLDN5 (1:100, 341600, Zymed), rabbit-anti-ZO1 (1:100, 617300, Zymed), rabbit anti-NeuN (1:100, ZRB377-4, Millipore) and rabbit-anti Islet1 (1:100, ab20670, Abcam) diluted in antibody dilution buffer (1% BSA+0.3% Triton X-100 in PBS) on a shaker at 4°C overnight. Sections were washed more than six times with PBS-T (0.1% Triton X-100 in PBS) over the course of 6 h, and subsequently incubated with the following secondary antibodies: FITC-labeled goat anti-rabbit IgG (1:500, 111-545-144, Jackson ImmunoResearch), Cy3-labeled goat anti-hamster IgG (1:500, 127-165-160, Jackson ImmunoResearch), FITC-labeled goat anti-rabbit IgG (1:500, 111-545-144, Jackson ImmunoResearch) and DAPI on a shaker at 4°C overnight in the dark. The next day, sections were washed more than six times with PBS-T over the course of 6 h and mounted on to slides using Vectamount AQ Aqueous Mounting Medium (H5501, Vector Laboratories). Sections were imaged using a LSM880 or LSM900 confocal microscope and processed with ImageJ. For quantification of relative vascular density, 60 μm coronal sections of embryonic brains were stained with anti-CD31 and anti-GLUT1. Confocal images were scanned at 10 μm intervals along the *z*-axis, on which two images were *z*-stacked. The following areas of the *z*-stacked images were analyzed: cortex (450×600 μm) and MGE (450×600 μm). All the blood vessels within the designated volume were traced using Adobe Illustrator software. The lengths of the traced vessels were quantified by calculating pixel coverage as a fraction of the total area using ImageJ, as previously described (Cho et al., 2017).

### Sulfo-NHS-Biotin and sodium fluorescein administration

Pups were injected intraperitoneally with 100 μl of EZ-link-sulfo-NHS-biotin (20 mg/ml, 21217, Thermo Fisher Scientific) in PBS 30 min before sacrifice. Brains were fixed with 4% PFA in PBS at 4°C overnight and then transferred to 30% sucrose in PBS at 4°C overnight before being embedded in OCT. Frozen sections (60 μm) were stained with Cy5-strepavidin (1:500, 016-170-084, Jackson ImmunoResearch) and imaged using a LSM880 confocal microscope. Pups were injected intraperitoneally with 100 μl of sodium fluorescein, NaFl (10 mg/ml, F6377, Signa-Aldrich) in PBS and animals were sacrificed 30 min later. Frozen sections were made as described above and imaged after mounting with DAPI by Keyence microscope (BZ-X710).

### Histological analysis

Live and dead newborn mice were collected at P0 (live pups were euthanized by CO_2_). Pups were fixed with 10% neutral buffered formalin at room temperature, transferred to 70% ethanol, routinely processed, embedded in paraffin and sectioned at 5 μm. Tissue sections were mounted on glass slides and routinely stained with Hematoxylin and Eosin (H&E). Stained tissue sections were visualized with an Olympus BX43 bright-field microscope. Photomicrographs were captured using an Olympus DP27 digital camera and the Olympus cellSens software.

### FACS analysis and isolation of endothelial cells

E15.5 forebrains were digested with Liberase I (25 μg/ml, Roche) and DNase I (10 U/ml) in PBS containing Ca^2+^ and Mg^2+^ for 30 min with pipetting every 10 min. Adult mouse brains were minced and disaggregated as described above. The cells were then resuspended in 3% FBS in PBS. Cells were stained using APC-rat anti-mouse CD31 (1:100, 17-0311-82, eBiosciences), PE-rat anti-mouse CD140b (PDGFRB) (1:100, 12-1402-81, eBiosciences), PECy7 rat anti-mouse CD45 (1:100, 552848, BD Pharmingen), rabbit anti-GPR124 ECD (1:100; Vallon et al., 2018) antibody with secondary antibody AF488-goat anti-Rabbit IgG (H+L) (111-545-144, Jackson ImmunoResearch) and 7-AAD (Invitrogen). Endothelial cell fractions (CD31+/CD140b−/CD45−/7AAD−) were sorted by a BD FACSAria II (BD Biosciences) for RNA analysis. FACS data were analyzed using FlowJo software (BD Life Sciences). Cell surface GPR124 ratio was calculated as (sample GPR124 MFI minus GPR124 FMO MFI)/(wild-type GPR124 MFI minus GPR124 FMO MFI).

### Real-time quantitative PCR (RT-qPCR)

Total RNA was isolated from cells using PicoPure RNA Isolation Kit (Applied Biosystems) and cDNA was synthesized using iScript Reverse Transcription Supermix (Bio-Rad). RT-qPCR was performed with Power SYBR Green assay (Applied Biosystems) after pre-amplification (SsoAdvanced PreAmp Supermix, Bio-Rad). Relative RNA expression was calculated using a standard curve method and normalized by *Gapdh* or *Actb*.

### RNA-seq

Total RNA was isolated from sorted CD31+ embryonic brain endothelial cells using the Arcturus PicoPure RNA Isolation Kit. Library preparation with poly(A) selection, 150 bp paired end sequencing on an Illumina HiSeq 2500 and bioinformatic analysis were performed by Genewiz. 

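TPM divides the count of a gene by its length and scales each library to the same total, so a short gene with many counts lowers the TPM of the other genes in its library. The deposited values equaled TPM recomputed from the counts and lengths to within 0.0354%. *Gm23935*, a gene of 57 bases on chromosome 16 from 11144125 to 11144181, took 12.5% of the TPM in the wild-type library JE6 and 14.1% in the *Gpr124 ΔC/ΔC* library JE3, and between 1.22% and 3.04% in the other 10 libraries, while it held at most 0.325% of the counts in any library. Leaving it out raises every other TPM by a factor of 1.14 in JE6, 1.16 in JE3 and at most 1.03 elsewhere.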

Transcript abundances are presented as transcripts per million (TPM). Differentially expressed genes were identified based on absolute log_2_ fold change>1 and an adjusted *P*-value<0.05. Heatmaps were generated using Morpheus (https://software.broadinstitute.org/morpheus). The data have been deposited in GEO under accession number GSE225367.

### Immunoblot staining

Tissue lysate preparation and immunoblot analyses were performed using standard methods. Briefly, cells were harvested in RIPA buffer (TBS, 1% Triton X-100, 0.5% sodium deoxycholate and 0.1% SDS) or lysis buffer [50 mM Tris-HCl (pH 6.8), 1% SDS, 1 mM EDTA] containing protease inhibitor cocktail (cOmplete Mini, Roche) and centrifuged at 5000 ***g*** for 10 min to remove debris. Protein concentration was assessed using BCA Kit (Bio-Rad). Samples were supplemented with NuPage LDS sample buffer (Thermo Fisher Scientific) containing 5% 2-mercaptomethanol. NuPage 4-12% Bis-Tris Gels (Thermo Fisher Scientific) were used for SDS-PAGE. PageRuler Plus Prestained Protein Ladder (Thermo Fisher Scientific) was used as a molecular weight marker. Separated proteins were transferred to PVDF membranes (EMD Millipore) and membranes were blocked with 5% non-fat dry milk in TBS/0.05% Triton-X (TBST/milk). Membranes were incubated overnight with the following primary antibodies: rabbit anti-GPR124 (1:2000; Vallon et al., 2018) and rabbit anti-GAPDH (1:2000, 5174S, Cell Signaling Technology) diluted in TBST/milk. After antibody incubations, membranes were washed three times with TBST for 10 min each and incubated with the secondary antibody HRP-conjugated donkey anti-rabbit IgG (H+L) (1:5000, 711-035-152, Jackson ImmunoResearch). Bound antibodies were visualized using SuperSignal West Pico/Femto Chemoluminescent Substrates (Thermo Fisher Scientific) and exposure of autoradiography and chemiluminescence films for western blots (MidSci).

### GPR124 FL and Gpr124ΔC11-271 overexpression in Gpr124-knockdown bEND.3 cells

Murine *Gpr124* knockdown-bEND.3 cells were previously generated by infection with shRNA containing lentivirus targeting *Gpr124* (SHCLNV-NM_05404, Sigma-Aldrich) (Kuhnert et al., 2010). The cells were infected with lentivirus 7TFC coding 7xTcf-Firefly luciferase with SV40-mCherry. 7TFC was a gift from Roel Nusse (Stanford University, CA, USA) (Addgene plasmid # 24307) (Fuerer and Nusse, 2010). For GPR124 overexpression, *Gpr124* FL (Vallon and Essler, 2006) and *Gpr124*ΔC11-271 (Vallon et al., 2018) were cloned into a lentivirus vector (CD515B-1, System Biosciences). The bEND.3- *shGpr124*-7TFC (*TOP-Flash-mCherry*) cells were infected with lentivirus GPR124 or GPR124ΔC11-271 and selected with hygromycin.

### Canonical WNT reporter assay

HEK293 STF cells (ATCC, CRL-3249) were plated on six-well plates. The following day, fresh culture medium was replaced, and cells were transfected with expression plasmids (300-600 ng of DNA per well) using the calcium phosphate precipitation method. The DNA master mix included: 15 ng of the internal control Renilla luciferase plasmid (pRL-TK, Promega), 600 ng of p3xFLAG-CMV-9-SNAPf-RECK, pcDNA-WNT7B and 300 ng or 600 ng of p3xFLAG-CMV-9-GPR124 FL, Gpr124ΔC11-271 (Vallon et al., 2018). Control vector was used to normalize all transfections to 600 ng. For sGPR124 experiments, HEK293 *RECK^−/−^* cells were transfected with RECK, WNT7B, STF reporter and pRL-TK, as previously described (Vallon et al., 2018). 48 h post-transfection, cells were lysed with 1× Passive Lysis buffer (Promega) and luciferase activities (Firefly and Renilla) were measured using the Dual-Luciferase Reporter Assay System (Promega). Firefly luciferase (STF) activity was normalized with Renilla luciferase activity and is shown relative to the activity in control. For brain endothelial cell canonical WNT reporter assay, GPR124 FL and GPR124ΔC11-271 overexpressing *Gpr124*-knockdown bEND.3-7TFC cells were plated at 4.75×10^4^ cells in 24-well plate and co-cultured with WNT7B stably expressing cells (HEK293 *RECK^−/−^ WNT7B*) (Vallon et al., 2018) at 0, 1.185, 2.37 and 4.75×10^4^ cells for 2 days. Control cells (HEK293 *RECK^−/−^* cells) were supplemented to a total of 4.75×10^4^ cells. For sGPR124 ECD experiments, bEND.3-*shGpr124*-7TFC (*TOP-Flash-mCherry*) cells were co-cultured with WNT7B-expressing cells (HEK293 *RECK^−/−^ WNT7B*) and sGPR124 ECD-expressing cells (HEK293-Flag-*sGPR124* ECD) (Vallon et al., 2018). Cells were trypsinized and resuspended with 3% FBS in PBS. 10,000 mCherry+ cells were sorted by BD FACSAria II and analyzed with the Luciferase Assay System (Promega).

### Cell-based ELISA

Confluent primary cultured mouse brain endothelial cells cultured in 96-well plates were fixed with 4% formaldehyde in PBS for 15 min, washed three times with PBS for 5 min each, and blocked with 5% normal donkey serum in PBS for 1 h. For permeabilization, blocking buffer had been supplemented with 0.3% Triton X-100. Cells were incubated with rabbit anti-mouse GPR124 ECD antibody or mouse anti-β-actin antibody (A1978, Sigma-Aldrich) at 1 μg/ml in PBS/1% BSA for 1 h at room temperature or overnight at 4°C. Cells were washed as before and incubated with HRP-conjugated donkey anti-rabbit or mouse IgG antibody diluted 1:10000 in PBS/1% BSA for 1 h. Cells were washed as before and 1-Step Ultra TMB Substrate (Thermo Fisher Scientific) was added. The reaction was stopped with 1 M H_2_SO_4_ and OD450 was measured using a plate reader. Background signal (cells only incubated with secondary antibody) was subtracted from specific signal and GPR124 signal was normalized to β-actin signal.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9 (www.graphpad.com). Results were expressed as the mean±s.e.m. (standard error of mean). Statistical significance was determined by two-tailed *P*-values calculated by the indicated statistical analysis methods in the figure legends, including chi-square test, Tukey's multiple comparisons test and Dunnett's multiple comparisons test. Significance from these tests is represented by *P<0.05, **P<0.01, ***P<0.001, and ****P<0.0001.

## Supplementary Material

10.1242/develop.202794_sup1 Supplementary information

# Supplementary material for: GPR124 regulates murine brain embryonic angiogenesis and BBB formation by an intracellular domain-independent mechanism
**Source:** Development. 2024 Jun 17;151(11):dev202794. doi: 10.1242/dev.202794
**Supplement:** Supplementary information

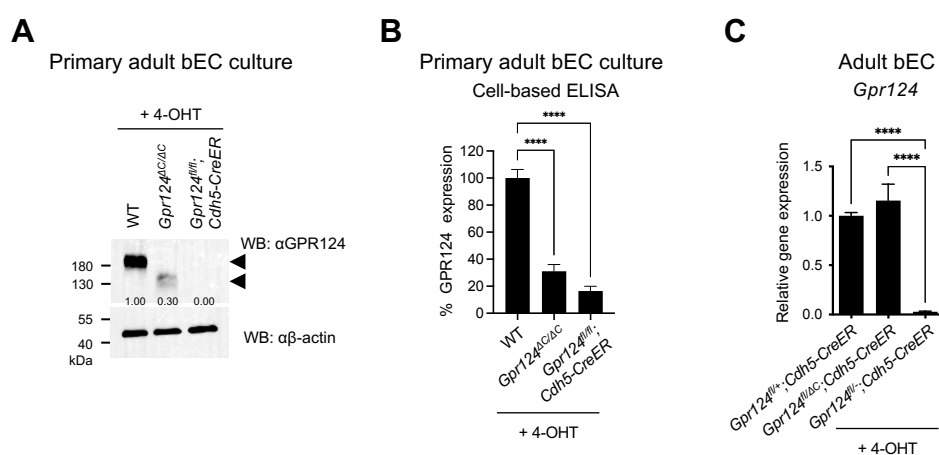

**Fig. S1. GPR124 expression in adult brain endothelial cells.**

(A-B) GPR124 expression in primary adult brain endothelial cells from the indicated genotypes, as assessed by immunoblotting with GPR124 densitometry normalized to  $\beta$ -actin (A) and cell-based ELISA as normalized by control WT (B). Data represent mean  $\pm$  SEM of 3 technical replicates. (C) *Gpr124* expression, as assessed by RT-qPCR, in sorted brain endothelial cells from adult *Gpr124<sup>fl/+</sup>; Cdh5-CreER*, *Gpr124<sup>fl/cac</sup>; Cdh5-CreER* and *Gpr124<sup>fl/-</sup>; Cdh5-CreER* mouse forebrains. Tamoxifen was administered into mice 4 doses every other day for 1 week 3-4 weeks before experiments. Each value was normalized by *Gapdh* and littermate control. *Gpr124<sup>fl/+</sup>; Cdh5-CreER*; n=7, *Gpr124<sup>fl/cac</sup>; Cdh5-CreER*; n=5, *Gpr124<sup>fl/-</sup>; Cdh5-CreER*; n=5. Data represent mean  $\pm$  SEM. Two-sided P-values were calculated by one way ANOVA Tukey's multiple comparisons test. \*\*\*\*p<0.0001.

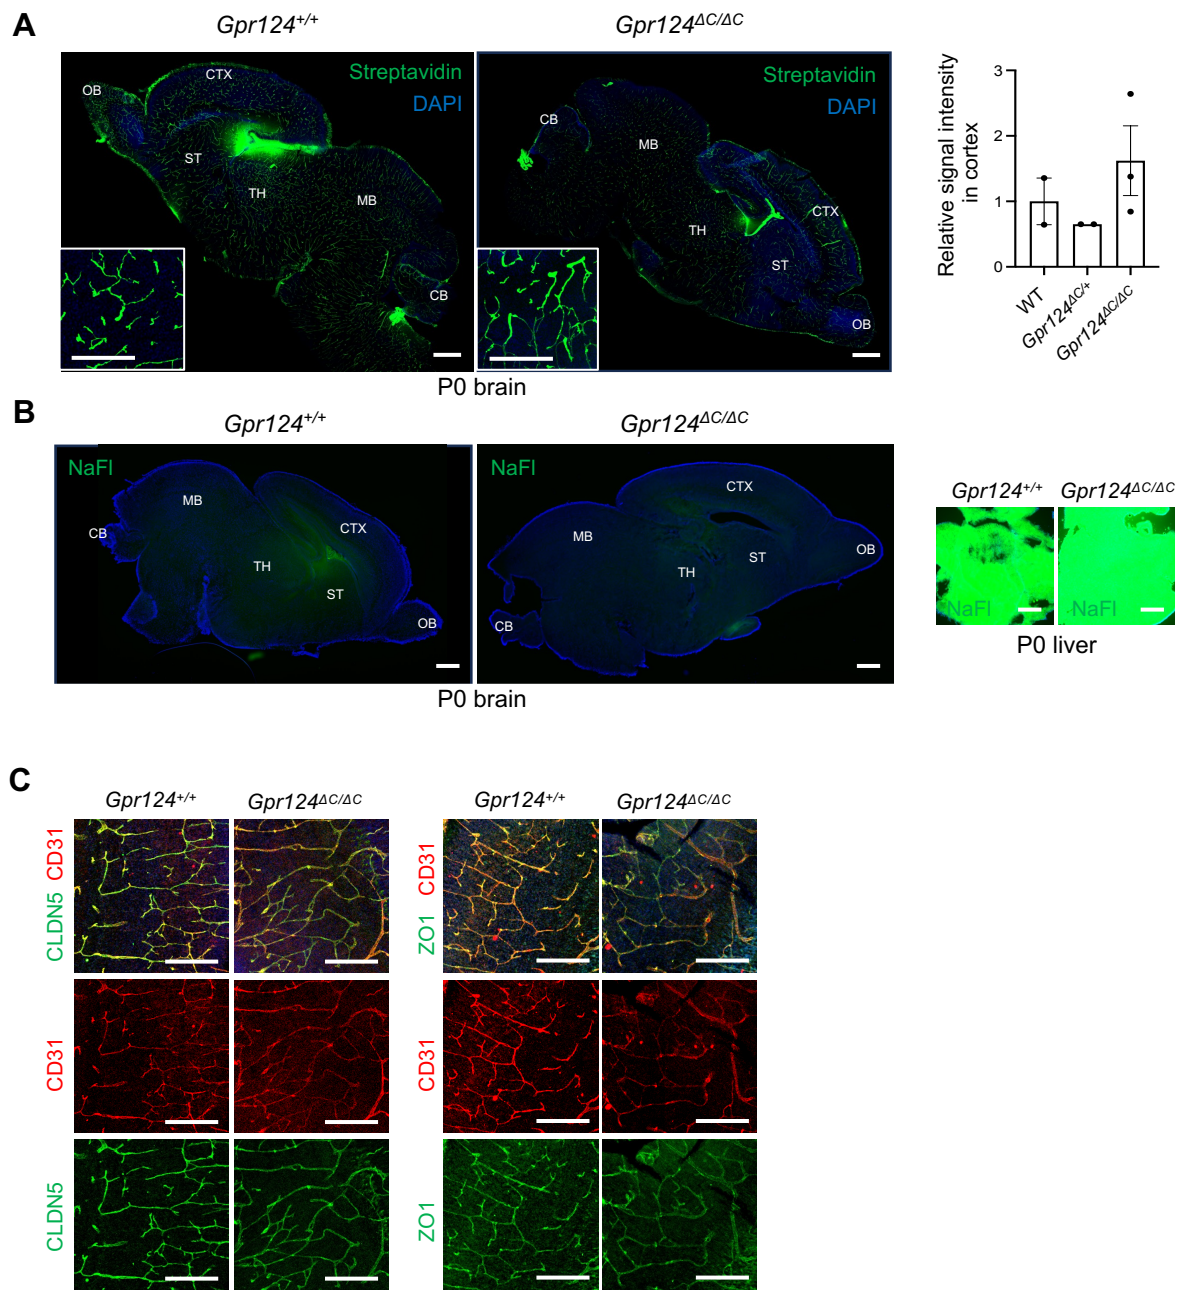

**Fig. S2. BBB integrity in GPR124 ICD deletion pups.** (A) Sagittal sections of sulfo-NHS-biotin-injected P0 mouse brains from the indicated genotypes. Pups were injected intraperitoneally with 100  $\mu$ l of 20 mg/ml EZ-link-sulfo-NHS-biotin in PBS and harvested after 30 minutes. Frozen sections were stained with Cy5-streptavidin to detect biotin. Scale bar, 500  $\mu$ m. Cortex regions are shown at higher magnification in the box. Scale bar, 200  $\mu$ m. Fluorescent signal in cortex (100 x 100  $\mu$ m) was quantified by ImageJ (right panel). WT; n=2, *Gpr124* <sup>$\Delta$ C/+</sup>; n=2, *Gpr124* <sup>$\Delta$ C/ $\Delta$ C</sup>; n=3. (B) Sodium fluorescein (NaFI) leakage in P0 pup brains and livers. Pups were injected i.p. with 100  $\mu$ l of NaFI in PBS and harvested after 30 minutes. Sections were imaged after mounting with DAPI. Liver sections were also imaged in the same setting as a leakage positive control. Left panels, brain sections. Right panels, liver sections. Scale bar, 500  $\mu$ m. CTX: cerebral cortex, CB: cerebellum, MB: midbrain, ST: striatum, TH: thalamus, OB: olfactory bulb. (C) IF staining of CD31 and BBB markers in cortex of P0 pups. Tight junction proteins, CLDN5 and ZO1. Scale bar, 200  $\mu$ m.

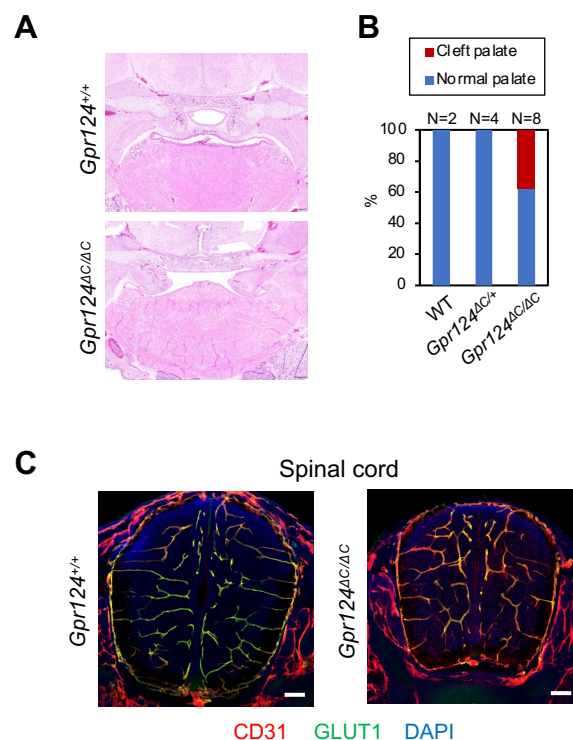

**Fig. S3. Postnatal and embryonic GPR124 ICD deletion phenotypes.** (A) H&E-stained coronal sections of P0 pups of the palatal region revealing incomplete fusion in *Gpr124<sup>ΔC/ΔC</sup>* vs. WT. Scale bar, 200  $\mu$ m. (B) Frequency of cleft palate phenotype in the indicated number of pups stratified by genotypes. (C) IF staining of spinal cord sections in E13.5 embryos. Scale bar, 100  $\mu$ m.

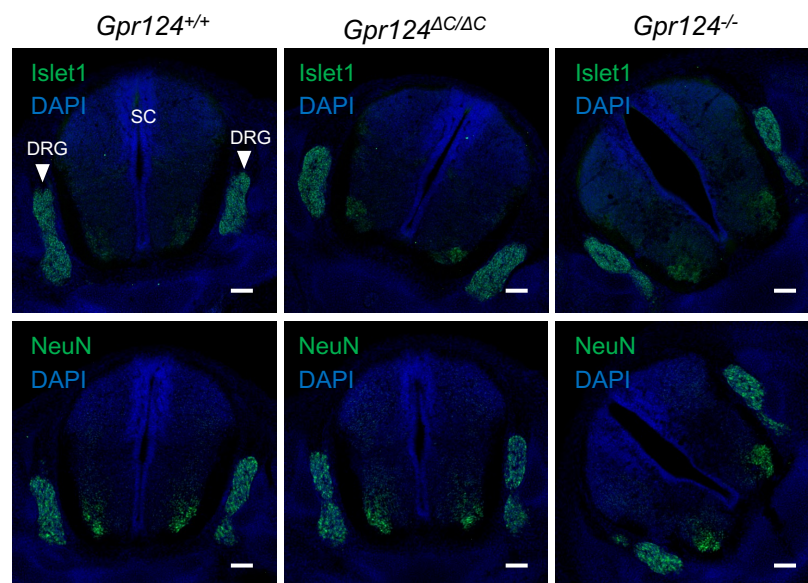

**Fig. S4. Neuronal marker expression in E13.5 DRG.** Immunofluorescence staining of Islet1 and NeuN in spinal cord sections in E13.5 embryos of the indicated genotypes. Scale bar, 100  $\mu$ m. SC: spinal cord, DRG: dorsal root ganglia.

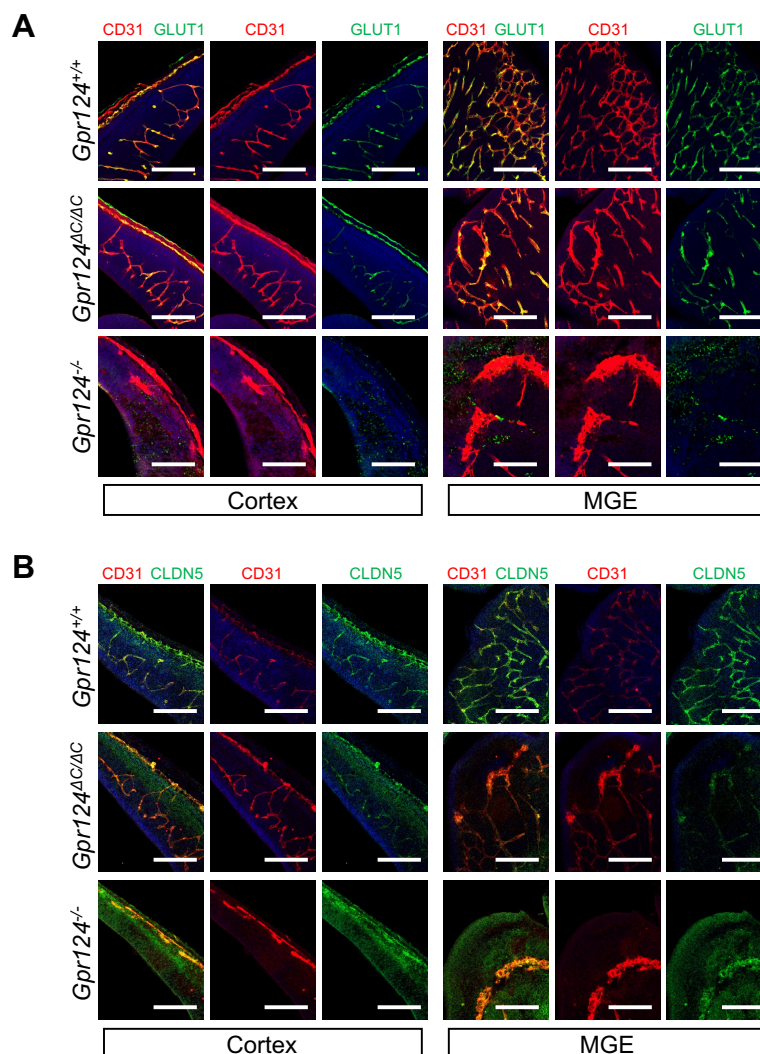

**Fig. S5. BBB marker expression in E13.5 brain endothelial cells.**

Immunofluorescence staining of brain coronal sections in E13.5 embryos of the indicated genotypes. (A) CD31, GLUT1, DAPI. Single-labeled images from Fig. 2D. (B) CD31, CLDN5, DAPI. Scale bar, 200  $\mu$ m.

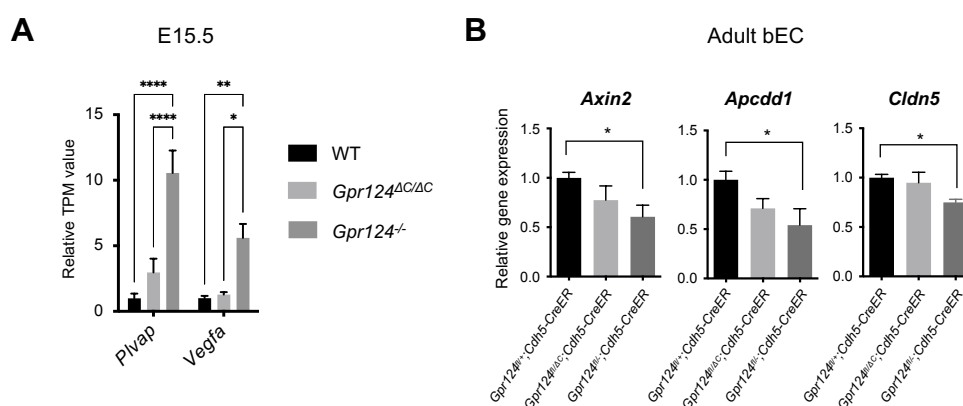

**Fig. S6. WNT target gene expression in  $Gpr124^{\Delta C/\Delta C}$  embryos and adult brain endothelial cells.** (A) Relative TPM (transcripts per million) values of *Plvap* and *Vegfa* from RNA-seq in WT,  $Gpr124^{\Delta C/\Delta C}$  and  $Gpr124^{-/-}$  E15.5 embryos from Fig. 3. WT;  $n=4$ ,  $Gpr124^{\Delta C/\Delta C}$ ;  $n=4$ ,  $Gpr124^{-/-}$ ;  $n=4$ . (B) Expression of *Axin2*, *Apcdd1*, *Cldn5* and *Gpr124*, as assessed by RT-qPCR, in sorted brain endothelial cells from adult  $Gpr124^{fl/+}; Cdh5-CreER$ ,  $Gpr124^{fl/\Delta C}; Cdh5-CreER$  and  $Gpr124^{fl/-}; Cdh5-CreER$  mice. Tamoxifen was administered into mice 4 doses every other day for 1 week, 3-4 weeks before experiments. Each value was normalized by *Gapdh* and littermate control  $Gpr124^{fl/+}; Cdh5-CreER$ .  $Gpr124^{fl/+}; Cdh5-CreER$ ;  $n = 7$ ,  $Gpr124^{fl/\Delta C}; Cdh5-CreER$ ;  $n=5$ ,  $Gpr124^{fl/-}; Cdh5-CreER$ ;  $n=5$ . Data represent mean  $\pm$  SEM. Two-sided P-values were calculated by Tukey's multiple comparisons test. \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ , and \*\*\*\* $p<0.0001$ .

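*Plvap* lies on chromosome 8 of GRCm38 from 71497765 to 71511752 and *Vegfa* on chromosome 17 from 46016993 to 46032369. In the CD31+ forebrain cells of E15.5 embryos, *Plvap* had 286 ± 201 TPM (SD, n = 4) in wild type, 849 ± 598 (SD, n = 4) in *Gpr124 ΔC/ΔC* and 3020 ± 984 (SD, n = 4) in *Gpr124-/-*. Relative to the wild-type mean these were 2.97 in *Gpr124 ΔC/ΔC* and 10.6 in *Gpr124-/-*. The log2 fold change of *Plvap* was 3.33 in *Gpr124-/-* (standard error 0.68, adjusted p = 0.00377) and 1.52 in *Gpr124 ΔC/ΔC* (standard error 0.64, adjusted p = 0.283, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact two-sided permutation test on TPM gave p = 0.171 for *Gpr124 ΔC/ΔC* and 0.0286 for *Gpr124-/-*. Most of the spread within wild type and *Gpr124 ΔC/ΔC* followed the first letter of the embryo label, with 487 and 427 TPM in the wild-type embryos of letter J against 83.4 and 147 in the others, and 1356 and 1378 TPM in the *Gpr124 ΔC/ΔC* embryos of letter J against 333 and 329 in letter L. With the letter as a term, the log2 fold change of *Plvap* in *Gpr124 ΔC/ΔC* was 1.35 (adjusted p = 3.12e-05, edgeR), and over the alternatives its adjusted p ran from 3.12e-05 to 0.463. *Vegfa* had 2.33 ± 0.828 TPM (SD, n = 4) in wild type, 3.00 ± 0.874 (SD, n = 4) in *Gpr124 ΔC/ΔC* and 13.0 ± 4.95 (SD, n = 4) in *Gpr124-/-*, with log2 fold changes of 0.29 (adjusted p = 0.862) in *Gpr124 ΔC/ΔC* and 2.44 (adjusted p = 0.000376, edgeR) in *Gpr124-/-*.

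**Figure D4:**
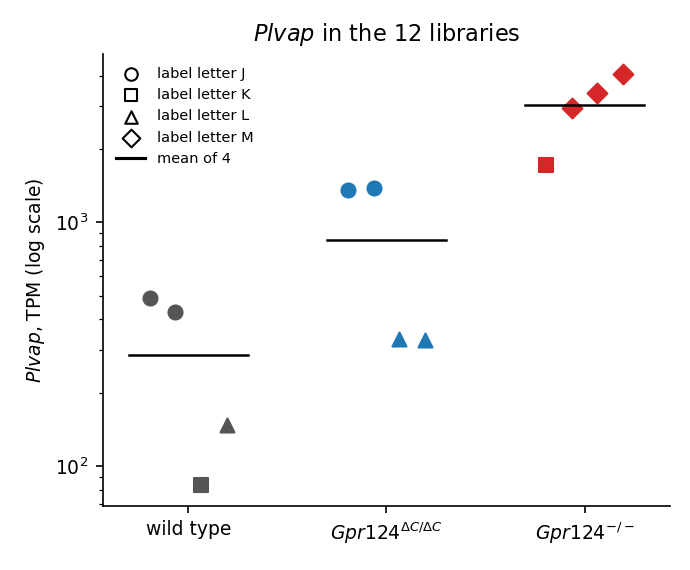
*Plvap* TPM on a log scale in the 12 libraries by genotype, with the symbol giving the first letter of the embryo label and the bar the mean of 4. In wild type and *Gpr124 ΔC/ΔC*, both embryos of letter J lie above both embryos of the other letters, and the 4 *Gpr124-/-* embryos lie above every other embryo.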

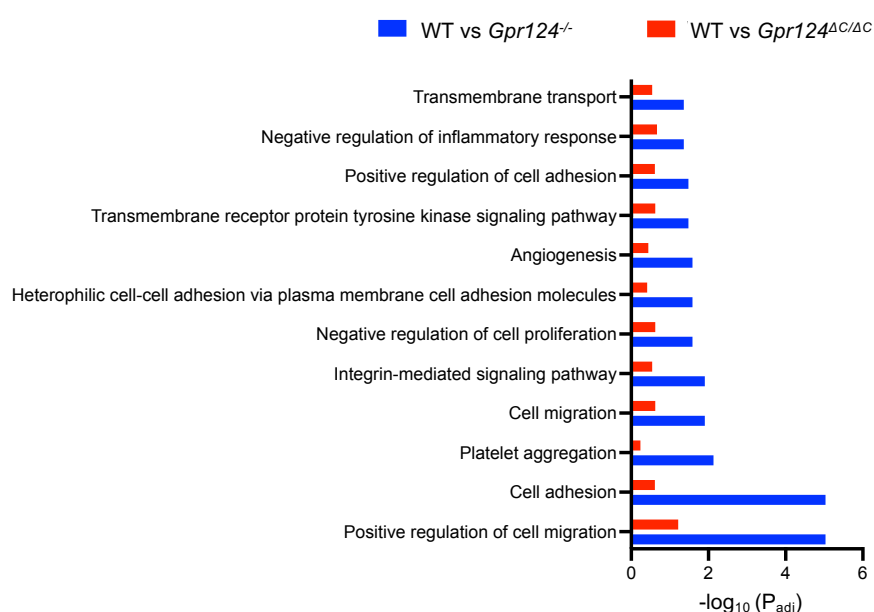

**Fig. S7. Gene ontology enrichment analysis of differentially expressed genes in brain endothelial cells.** GO terms enriched in WT vs *Gpr124*<sup>-/-</sup>. The vertical axis represents GO categories, and the horizontal axis represents the -log<sub>10</sub> (adjusted P-value) of WT vs *Gpr124*<sup>-/-</sup> and WT vs *Gpr124*<sup>ΔC/ΔC</sup>. RNA-seq was performed with FACS-sorted brain EC cells from WT, *Gpr124*<sup>ΔC/ΔC</sup> and *Gpr124*<sup>-/-</sup> mice (n=4 mice per genotype), E15.5.

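The test behind Fig. S7 takes the genes called differentially expressed in a comparison and asks, for each GO term, whether more of them carry the term than a random draw of genes would. Its result depends on the number of called genes and on the background of genes that could have been called, which the legend does not give. For the same relative enrichment, a comparison with more called genes reaches smaller adjusted *P*-values. The annotation of genes to GO terms was not used here, and no value of this figure was recomputed.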

**A**

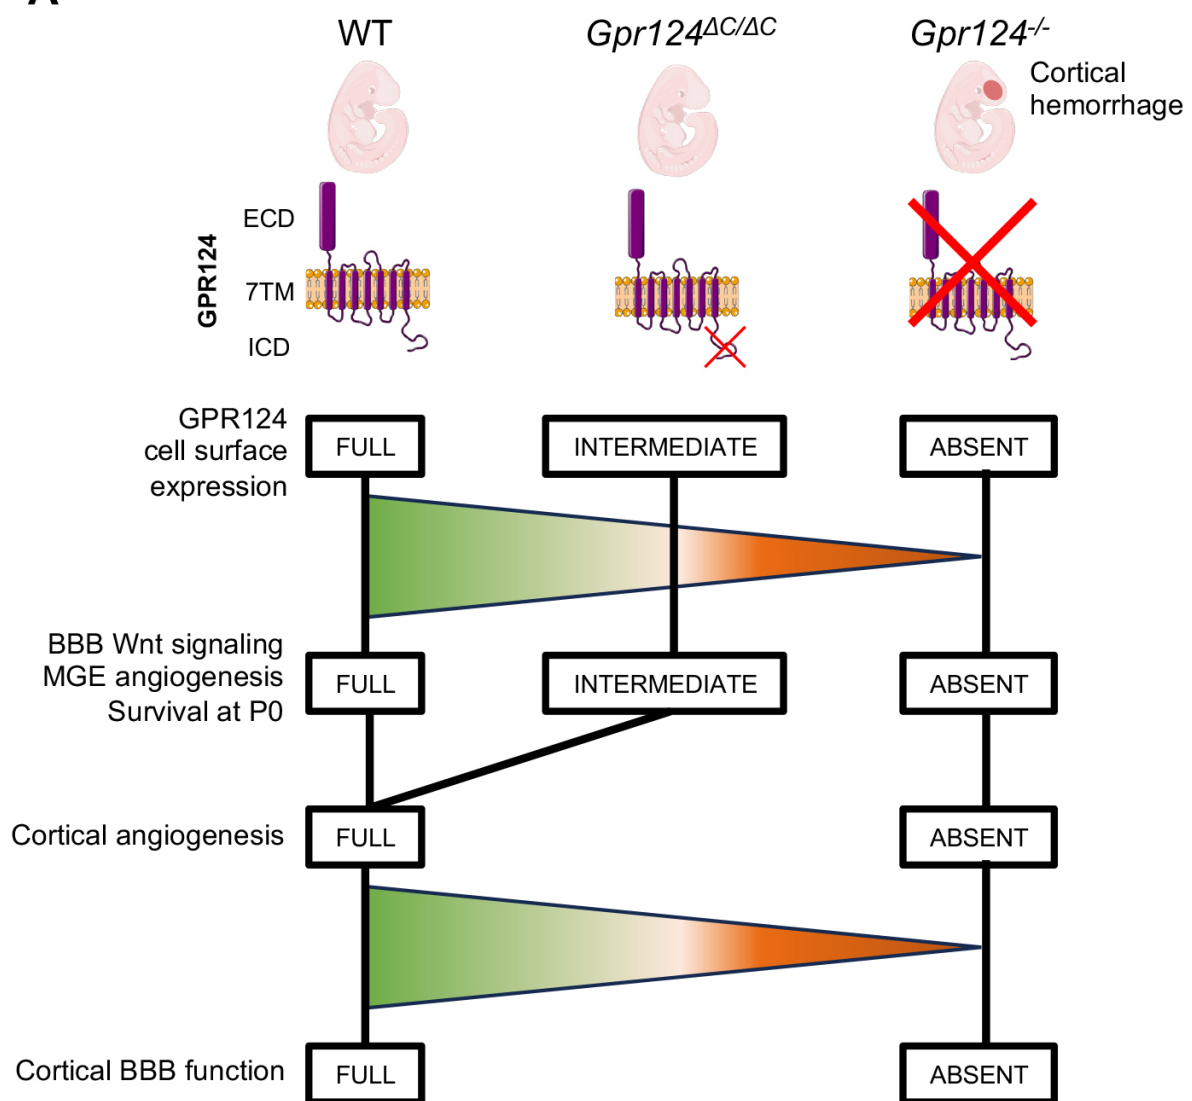

**B**

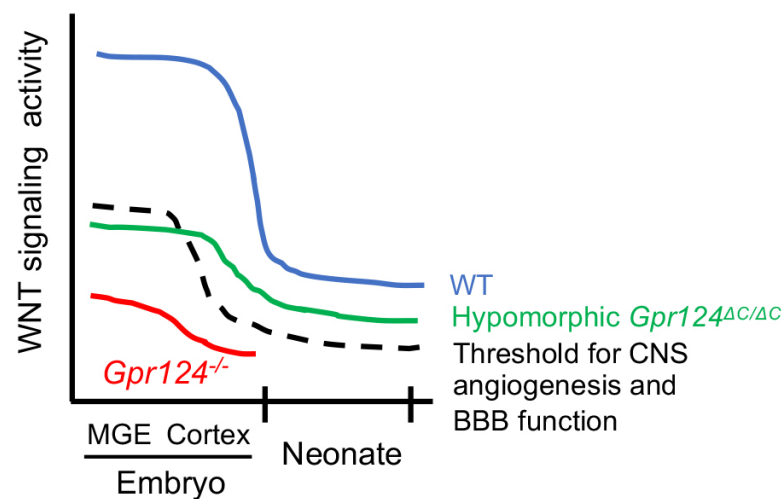

**Fig. S8. Schematic graphics. (A)** Summary of observed findings. **(B)** Representation of (A) depicting threshold level of BBB Wnt signaling required for cortical angiogenesis and BBB function, with exceeding of this threshold in *Gpr124<sup>ΔC/ΔC</sup>* mice but not *Gpr124<sup>-/-</sup>* mice. WNT signaling in brain endothelium is elevated during embryogenesis to promote CNS angiogenesis and BBB formation and then reduced to lower levels enough to maintain an intact BBB function. Brain regions have different sensitivity to the loss of WNT signaling activity. MGE is more sensitive than cortex. In hypomorphic *Gpr124<sup>ΔC/ΔC</sup>* mice, WNT signaling activity is decreased as compared to WT but higher than the level required to maintain CNS angiogenesis and an intact BBB function (threshold level), so CNS angiogenesis and BBB function are normal in the cortex. *Gpr124<sup>-/-</sup>* reduces WNT signaling much lower than the threshold level and this exhibits defective cortical CNS angiogenesis and BBB function. Based on our data and previous studies (Liebner et al., J Cell Biol 2008, Chang et al., Nature Medicine 2017, Cho et al., Neuron 2018). Figure was partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. ECD, extracellular domain; 7TM, 7-pass transmembrane domain; ICD, intracellular domain; BBB, blood- brain barrier.

How the deposited data were processed for this re-analysis (not part of the article)

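The data are 12 RNA-seq libraries from CD31+ endothelial cells sorted from the forebrains of E15.5 mouse embryos, 4 wild type, 4 *Gpr124 ΔC/ΔC* and 4 *Gpr124-/-*, with 1 embryo per library. The paper's methods give RNA isolation with the PicoPure kit, poly(A) selection, paired-end sequencing on an Illumina HiSeq instrument and analysis by Genewiz. The authors deposited one set of counts per library, the reads counted on each of 49315 Ensembl genes without normalization. The authors also deposited TPM values, which are these counts divided by gene length and scaled to the same total in each library, and which equaled the values recomputed from the counts and lengths to within 0.0354%. The paper's text names neither the aligner and counting program nor the program of its differential test, and it does not say whether counting was strand-specific. Gene starts and ends are those of GRCm38, and 49056 of the gene identifiers were found in GENCODE vM21, while 259 were not.

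Between 13877572 and 22551163 reads per library were counted on genes, with a median of 16984382. *Gpr124 ΔC/ΔC* libraries were the smallest, from 13877572 to 16033001, against 17063091 to 22551163 in wild type and 14987249 to 22215659 in *Gpr124-/-*. The number of 4 embryos per genotype limits the precision, and genes with few reads in a genotype also carry a large counting error.

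Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (a count minimum of 10, a total count minimum of 15, a large n of 10 and a minimum proportion of 0.7) by genotype, which left 16637 genes. Libraries were scaled by TMM, with factors from 0.946 to 1.04, and all 12 were fitted in one quasi-likelihood model (glmQLFit and glmQLFTest) with genotype as its term. Each gene was tested in 3 comparisons, *Gpr124-/-* against wild type, *Gpr124 ΔC/ΔC* against wild type and *Gpr124-/-* against *Gpr124 ΔC/ΔC*, with Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. TPM of named genes was compared with the exact two-sided permutation test over the 70 orders of 4 against 4 libraries. Distances were Euclidean on log2 CPM with a prior count of 2, compared by exact permutation over the 35 splits of 8 libraries, and trees used complete linkage. Lists and families of genes were tested with fry of limma 3.58.1, with adjustment over the 6 tests of the lists of Fig. 3C and D, the 12 tests of the families and the 24 tests of the cell type and program lists.

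The lists of Fig. 3C and D were read from the figure by eye. The families were integrins, collagens, laminins, cadherins, semaphorins and plexins, and ephrins and Eph receptors. The cell type and program lists were erythroid, macrophage, platelet, pericyte, neuron, progenitor, fibroblast, hypoxia, tip cell, proliferation, arterial and venous, written down from general knowledge of marker genes. Named genes were every gene the paper names for the RNA-seq, called genes within 10 Mb of *Adgra2*, and the genes of the lists and families. The 5 genes with the largest rise and the 5 with the largest fall in each mutant against wild type were also named. These were taken from called genes with a mean of at least 8 CPM over the 12 libraries and no overlap between the compared genotypes.

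The alternatives were upper-quartile factors in place of TMM, no filter on low counts, a filter at a mean of 50 counts, the first letter of the embryo label as a term, DESeq2 1.42.0 with its size factors and Wald test, only the 2 compared genotypes in each fit, no fold-change threshold, no sex-linked genes, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, limma without that filter, camera with its preset correlation of 0.01 in place of fry, and for distances the variance stabilizing transformation of DESeq2, a prior count of 0.5, the 500 most variable genes, log2(TPM + 1), 1 minus the Pearson correlation and average linkage. Each of the 12 libraries was also left out in turn. An alternative with TPM recomputed without *Gm23935* was chosen after seeing the data. Whether the shared wild-type libraries produce shared fold changes was tested on 20 simulated data sets and with separate pairs of wild-type libraries.

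The models were tested on simulated data, drawn from the means and sizes of the real libraries with 200 genes changed. Each change was larger than 1.47, the median absolute log2 fold change of the genes called in *Gpr124 ΔC/ΔC*. Changed genes lay above a minimum level and letters had no effect, so recovery of smaller changes was not tested. The edgeR model called 194 of the 200 (97%) and 6 unchanged genes among the 16365 tested. DESeq2 called 197 (98.5%) and 17 unchanged genes, the fit of 2 genotypes called 192 (96%) and 3 among 16104, the model with the label letter as a term called 141 (70.5%) and 6, and limma on log2(TPM + 1) called 191 of 198 (96.5%) and 4 among 14951.

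Tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. The GO annotation and the reads themselves were not used here, so term enrichment, alignment and allele-specific signals were left out. Experiments without deposited sequencing data, among them RT-qPCR, imaging, flow cytometry and the adult mice, were left out as well.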

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

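The tests in this part were chosen after the results they address had been seen.

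In a set of 147 groups of 4 libraries (49 measures in each of the 3 genotypes), 9 groups held 1 library far from the other 3, where chance alone gives about 1 in 20 groups, or 7.35. The count is therefore close to what chance gives, and only the groups that share a library or a gene are weighed further.

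*Gm23935* held 12.5% of the TPM in the wild-type library JE6, against 1.75% to 2.47% in the other 3 wild-type libraries, and 14.1% in the *Gpr124 ΔC/ΔC* library JE3, against 1.22% to 1.94% in the other 3. The highest value in any library was 14.122%, on a gene the paper does not discuss. The gene is 57 bases long, and at most 0.325% of the counts of any library fell on it, so the division by gene length in the TPM may account for the size of its share. Why JE6 and JE3 had more counts on it stays open. *Mir6236* (98.9 and 105 CPM there, 6.74 to 41.8 elsewhere) and *Gm26917* (3970 and 4140, 1650 to 3010 elsewhere) were also highest in these 2 libraries, genes chosen after their values were seen. Both libraries carry the letter J, but so do JE1 and JE4, and they belong to different genotypes, so neither separates them from the rest. No biological explanation was tested. In JE3, 1.7% of the counts fell on mitochondrial genes, against 1.06% to 1.13% in the other *Gpr124 ΔC/ΔC* libraries, for which no explanation was tested.

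The *Gpr124-/-* library KE4 lay apart from the other 3 for *Slc22a8* (13.924 TPM against 4.2 to 5.65), *Slc38a5* (221 against 58.7 to 81.6) and *Unc13c* (5.47 against 1.64 to 2.17). Across 1778 genes called without KE4, its log2 fold changes had a slope of 0.624 on those of the other *Gpr124-/-* libraries, against 0.889 to 0.981 for ME1, ME4 and ME5 treated the same way, and 96% of the genes kept their sign. A mixture with wild-type RNA would need 46.6% of it to give the smaller rises, while the *Adgra2* level of KE4 (12.1 CPM, with 8.85 in the mean of ME1, ME4 and ME5 and 80.3 in wild type) allows 4.5% and would be 42.2 in such a mixture. This argues against a mixed sample as the whole cause, and the same *Adgra2* level argues against a mislabelled embryo. KE4 is the *Gpr124-/-* embryo with letter K and the others carry letter M, so a difference between letters and a difference between embryos of the same genotype both stay open, and neither was tested.

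Between the libraries of letter J and those of letters K and L, with genotype as a term in the 8 wild-type and *Gpr124 ΔC/ΔC* libraries, 897 genes passed both thresholds, a comparison the paper does not make. Of these, 869 were higher with letter J (96.9%) and 28 lower. Without the letter in the model, 4 of them were among the genes called in *Gpr124 ΔC/ΔC* and 60 among those called in *Gpr124-/-*, each against wild type. With letter J as a term, 33 of them were among the 426 genes called in *Gpr124 ΔC/ΔC*. The largest rises were those of *Tbx1* (4.33), *Tcf15* (4.26), *Jund* (3.76), *Zfp771* (3.58) and *Fam171a2* (3.47), which were chosen after their values were seen, with a GC content of 64.2% to 67.2%. Exons of *Jund* overlap those of *Gm11175* on the opposite strand over 52.6% of their bases, but *Gm11175* had 0 CPM. The median GC content was 52.9% in the genes higher with letter J and 49.5% in the other tested genes. After the trend with GC content and gene length was removed, 846 of the 897 stayed past the fold-change threshold, which argues against GC content as the whole cause. The meaning of the letters is not given, so a difference in library preparation and a difference between litters, such as their age, stay open and were not tested.

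The wild-type library KE8 shared 14 genes with the 4 *Gpr124-/-* libraries, in which these 5 libraries lay at least 4-fold apart from the other 7 (4 higher and 10 lower). No other wild-type library shared such a gene with the 4 *Gpr124-/-* libraries, and of the 792 sets of 5 libraries this set held the most. The next set held 7 genes and consisted of the libraries without *Xist*. The 14 genes, chosen after their values were seen, were *6330403K07Rik*, *AA465934*, *AI506816*, *Gm10499*, *Gm11127*, *Gm14038*, *Gm16867*, *Gm43305*, *Gm6334*, *H2-Q2*, *H2-Q4*, *Hmga1b*, *Mocs1* and *Olfr1372-ps1*. *AI506816* had 215 to 324 CPM in these 5 libraries and 5.92 to 8.59 in the others. Of the 14 genes, 11 were called between *Gpr124-/-* and wild type and 14 between *Gpr124-/-* and *Gpr124 ΔC/ΔC*. Several share sequence with other genes (89% for *Hmga1b* with *Hmga1*, 98.2% for *Gm16867*, 78.3% for *Gm11127* and 72.2% for *Gm14038*), so reads can move between copies where the sequences vary. With a gap of at least 2-fold in place of 4-fold, KE8 shared 32 genes with the *Gpr124-/-* libraries, of which 28 were called between *Gpr124-/-* and wild type. A mislabelled KE8 is argued against by its *Adgra2* TPM of 28.3, above the 6.29 TPM of the highest *Gpr124-/-* library. The paper crossed the parents of the 2 mutant lines separately, and a candidate explanation is that the strain or line of the parents differed, with KE8 from the cross that gave the *Gpr124-/-* embryos. The 14 shared genes are what such a difference predicts, but the parents of KE8 are not given and no other test of this was made. These 5 libraries are also all those of letters K and M, so a difference between letters cannot be told apart from it. A comparison of *Gpr124-/-* with wild type that rests on wild types from another cross would hold such genes beside those that depend on *Gpr124*.

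The remaining groups with 1 library apart were *Tgfa* in wild type (19.2 TPM in JE1, 13.5 to 14.4 in the others), the venous list in wild type (mean log2 CPM of 6.63 in KE8, 6.47 to 6.48 in the others) and the macrophage list in *Gpr124 ΔC/ΔC* (1.9 in LE2, 2.21 to 2.24 in the others). No explanation was tested for them.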

How the results depend on the processing

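The main settings and all alternatives except TPM recomputed without *Gm23935*, which was chosen after seeing the data, were set before the data were examined. The 126 results were recomputed under 31 alternative settings, which gave 2409 values. Of these, 2173 kept their direction and their side of the threshold or moved by less than their limit, 121 became weaker, 37 became stronger, 29 moved further and 49 changed sign. The alternatives that keep all 12 libraries account for 897 values (793 unchanged in this sense, 54 weaker, 19 stronger, 18 moved and 13 with the other sign), and leaving out 1 library for 1512 (1380, 67, 18, 11 and 36).

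No paired analysis was possible because the embryo labels do not pair embryos of different genotypes. The first letter of the label was used as a term instead. With it, 495 genes were higher and 351 lower in *Gpr124-/-* than in wild type, and 160 were higher and 49 lower in *Gpr124-/-* than in *Gpr124 ΔC/ΔC*. It kept 36.6% of the genes called in *Gpr124-/-* against wild type, 92.2% of those in *Gpr124 ΔC/ΔC* against wild type and 7.31% of those between the mutants, and 62 of the last group and 45 of the first took the other sign. In libraries simulated without any letter effect, the same model kept 28.2%, 65.6% and 2.62%, so the few libraries that join the letters may account for these losses on their own. With the letter as a term, 9 of the 16 genes of Fig. 3E, Fig. 3F and Fig. S6A had an adjusted p under 0.05 in *Gpr124 ΔC/ΔC* (5 without it), as *Apcdd1*, *Tcf7*, *Ocln* and *Plvap* passed. The calls on families, all in *Gpr124-/-*, were lost, and those on cell type and program lists in *Gpr124-/-* changed, where only KE4 and KE8 are compared. In *Gpr124 ΔC/ΔC* the pericyte list lost its call and the proliferation list kept it. The medians that changed sign were those of collagens in *Gpr124-/-* (−0.35 from 0.16) and in *Gpr124 ΔC/ΔC* (0.0901 from −0.13), ephrins and Eph receptors in *Gpr124 ΔC/ΔC* (−0.0257 from 0.016), the arterial list in *Gpr124-/-* (−0.0366 from 0.12) and the neuron list in *Gpr124 ΔC/ΔC* (−0.13 from 0.12). Beyond the simulated loss of power, the cause was not tested.

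With no fold-change threshold, by construction more genes passed: 1745 higher and 1550 lower in *Gpr124-/-*, 308 and 372 in *Gpr124 ΔC/ΔC*, 821 and 647 between the mutants, and 277 and 351 in both mutants. With the filter at a mean of 50 counts, 463 genes were lower in *Gpr124-/-*, since 12024 genes were tested, among them 1109 of the 1644 genes called before, of which 1103 stayed called. DESeq2 called 1019 and 762 genes in *Gpr124-/-* and 200 and 226 in *Gpr124 ΔC/ΔC*, and kept 99.7% and 99.4% of the genes called with edgeR. With camera in place of fry, 1 test on families passed. With log2(TPM + 1) in place of log2 CPM, 1 library lay on the other side of the first split of the tree. For these last 2 values the cause was not tested. *Wls* in *Gpr124 ΔC/ΔC* had a log2 fold change of −0.0028, and its sign changed with upper-quartile factors (0.0248), the filter at 50 counts (0.0104), the letter term (0.0647), 2 genotypes in each fit (0.0084), limma on log2(TPM + 1) with and without the filter on TPM (0.0781), on log2(TPM + 0.1) (0.0795) and on TPM recomputed without *Gm23935* (0.0801), the last chosen after seeing the data. A value this close to 0 has no direction.

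Across the 12 fits that each left out 1 library, the genes higher in *Gpr124-/-* than in *Gpr124 ΔC/ΔC* numbered from 267 (without ME5; 268 without ME1) to 597 (without KE4). The log2 fold change of *Adgra2* in *Gpr124 ΔC/ΔC* ran from −0.23 (without JE3) to 0.33 (without JE6), and was −0.0278 without KE8. That of *Wls* ran from −0.0984 to 0.12 (without KE8) and that of *Tjp1* from −0.21 to 0.0234 (without KE8). The first split of the tree misplaced between 0 and 1 library (1 without JE3). Between 2 and 8 of the 12 tests on families passed (8 without JE3, 5 without LE6), and between 4 and 10 of the 24 tests on cell type and program lists (4 without JE6 or ME1, 5 without JE1, KE8, LE5 or ME5). In *Gpr124 ΔC/ΔC*, the median of collagens ran from −0.27 to 0.12 (without JE6), of ephrins and Eph receptors from −0.11 (without JE3) to 0.10, of the arterial list from −0.14 to 0.0741 (without JE6), of the hypoxia list from −0.0624 to 0.0276 (without JE3), of the neuron list from −0.0818 (without KE8) to 0.40, and of the venous list from −0.0364 (without LE2) to 0.0305. In *Gpr124-/-*, the median of the pericyte list ran from −0.24 to 0.0984 (without ME5), of the progenitor list from −0.0267 (without KE8) to 0.29 and of the venous list from −0.28 to 0.0488 (without KE8). The cause of these changes was not tested. The direction of the WNT and BBB lists in *Gpr124 ΔC/ΔC* held in every one of these fits, with medians from 0.80 to 0.97 and from 0.58 to 0.80.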

Differences from the paper's values

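Of 42 values compared, 6 stated in the text and 36 read from the figures, 0 differed in the main setting by both more than the replicate SD and a factor of 1.5. The bars of Fig. 1F, Fig. 3E, Fig. 3F and Fig. S6A were measured from the pixels of the images after the TPM ratios had been computed, and 97.1% of them lay within 10% of the ratios of the deposited TPM. The exception was *Mfsd2a* in *Gpr124-/-*, at about 0.09 in Fig. 3F, measured from the image, against 0.0665, a bar only a few pixels high.

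The paper states that the WNT signaling and BBB/tight junction genes were not significantly altered in *Gpr124 ΔC/ΔC*. The legend of Fig. 3C and D gives ANOVA with Tukey's test, which differs from the single-gene and list tests used here. Elsewhere the paper describes a partial impairment of WNT target gene expression in these embryos. In these data, 13 of the 41 tested WNT genes and 7 of the 28 BBB genes had an adjusted p under 0.05 over all genes in *Gpr124 ΔC/ΔC*, and the list medians of 0.89 and 0.73 lay in the direction of *Gpr124-/-*. Over the alternatives set before the data were examined, these medians ran from 0.86 to 0.90 and from 0.58 to 0.79.

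Fig. 3E and F mark *Axin2*, *Apcdd1*, *Tcf7*, *Nkd1*, *Nkd2*, *Cldn5*, *Ocln* and *Mfsd2a* as significantly lower in *Gpr124 ΔC/ΔC* than in wild type. Of these, *Axin2*, *Nkd1*, *Nkd2*, *Cldn5* and *Mfsd2a* had an adjusted p under 0.05 with edgeR, and *Apcdd1* (adjusted p = 0.0804), *Ocln* (adjusted p = 0.0512) and *Tcf7* (adjusted p = 0.283) did not. *Cldn5* no longer passed 0.05 with limma on log2(TPM + 1) without the filter on TPM (adjusted p = 0.0674), and 4 of the 16 named genes passed there. With the label letter as a term, all 3 passed (*Apcdd1* 0.00421, *Ocln* 0.000621 and *Tcf7* 0.0498). *Apcdd1* also passed without a filter on low counts (0.049), with DESeq2 (0.0427) and without the *Gpr124 ΔC/ΔC* embryo JE3 (0.014). *Ocln* also passed without a filter (0.0269), with the filter at a mean of 50 counts (0.0445), with DESeq2 (0.00552), with 2 genotypes in each fit (0.028), and without LE5 (0.035), KE4 (0.0147) or ME5 (0.0428). *Tcf7* also passed without JE3 (0.0461). Over the alternatives that keep the 12 libraries, the adjusted p ran from 0.00421 to 0.161 for *Apcdd1*, from 0.000621 to 0.28 for *Ocln* and from 0.0498 to 0.441 for *Tcf7*.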

Other observations

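The tests on GC content in *Gpr124-/-*, embryo sex, the erythroid list, the platelet list by letter, the genes higher in both mutants, *Plvap* by letter, the calls lost with the letter as a term and the calls between the mutants by letter were chosen after the results had been seen, and the others in this part before.

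Among the 35 ways to split the 8 libraries of *Gpr124-/-* and wild type into 4 and 4, only the real split, 1 of 35, gave as many genes past both thresholds. The same held for *Gpr124-/-* and *Gpr124 ΔC/ΔC*, with 1 of 35. For *Gpr124 ΔC/ΔC* and wild type, 2 of 35 splits gave as many genes, since the split of letter J against letters K and L gave 775 genes against 314 in the real split, so this count does not by itself separate genotype from letter. With the letter as a term in all 12 libraries, 428 genes passed in *Gpr124 ΔC/ΔC*, 295 of the 320 called without it among them.

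In the tree the 4 *Gpr124-/-* libraries were set apart from the other 8, though KE4 lay nearer to the *Gpr124 ΔC/ΔC* library JE4 (76.95) than to the *Gpr124-/-* libraries of letter M on average. The distance of KE4 to the wild-type library of the same letter, KE8, was 1.19 times its mean distance to the *Gpr124-/-* libraries of letter M (99.05 against 83.21). The distances to letter M ran from 73.77 to 96.05, so the excess was small. KE8 was also the wild type nearest to KE4, with 101.21 to 105.07 for the others. On the only pair of libraries that allows the test, this argues only weakly against the label letter as the whole source of this separation. A share of the letter stays open. The mixing of *Gpr124 ΔC/ΔC* and wild type in the tree is in line with a role of the letter, as pairs of the same letter and different genotypes lay at 0.905 times the distance of pairs of the same genotype and different letters (80.86 over 6 pairs against 89.37 over 9 pairs). Letter J against letters K and L had a distance ratio of 1.215 (exact permutation, p = 0.0286).

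Genes called between the mutants fell to 209 with the letter as a term. *Gpr124 ΔC/ΔC* embryos carry letters J and L and *Gpr124-/-* embryos K and M, so for these genes genotype and letter cannot be told apart without the wild-type libraries that join them. In simulated libraries without letter effects, the model with the letter also lost most of these calls, so a loss under it does not speak for a letter effect.

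The similarity of the mutants was set against the wild-type libraries they share. With each mutant compared to a separate pair of wild-type libraries, the mean correlation of their log2 fold changes across genes over 6 divisions was 0.3835 (0.2006 to 0.4537), against 0.6085 with the same 4 libraries in both. Simulations with neither mutant changed gave 0.485 with shared libraries (0.457 to 0.507), so shared libraries raise the correlation, but separate pairs leave a positive one in every division, which argues against them as the whole cause.

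Technical explanations of the calls in *Gpr124-/-* against wild type were tested as follows. Thinned to the smallest library, the counts gave 1588 genes (905 higher and 683 lower), 1524 of them among the 1644, so library size is argued against. With the trend on GC content and gene length removed, 1557 of 1640 genes with a GC value stayed past the fold-change threshold. With sex by *Xist* as a term (2 wild-type, 3 *Gpr124 ΔC/ΔC* and 2 *Gpr124-/-* libraries express it), 1625 genes passed, 1593 of them called the same way without it. Within 10 Mb of *Adgra2*, 7 of 109 genes were called (6.42%, against 9.9% elsewhere, one-sided Fisher's exact test for enrichment, p = 0.923), namely *Angpt2*, *Dusp4*, *Gm38414*, *Plekha2*, *Rab11fip1*, *Tcim* and *Trmt9b*. In *Gpr124 ΔC/ΔC*, 0 of 109 genes there were called (1.94% elsewhere, one-sided Fisher's exact p = 1), and 17 of them had an unadjusted p under 0.05. Genes flanking the targeted locus are thus argued against as the source of the calls in either mutant.

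RNA of other cells was weighed with marker lists, tested with limma's fry and adjusted over 24 tests. In *Gpr124-/-*, the erythroid list (7 of its 11 tested genes have at least 10 CPM in wild type) had a median log2 fold change of 1.59 (adjusted p = 0.027, 10 of 11 genes higher), with *Hba-a1* rising from 1100 ± 131 to 3530 ± 1820 CPM (SD over 4 libraries) and *Hbb-bs* from 596 to 2090. Without JE1, JE6, KE8, LE6, LE5, ME1 or ME5 the adjusted p of the erythroid list lay above 0.05, up to 0.0778 (without LE6). The median of 1.59 is consistent with more RNA from blood cells in these samples, but the call is not stable. The platelet list (7 of 10 genes at that level) had 1.95 (adjusted p = 0.0217, 10 of 10 higher, 8 called), with *Itga2b* rising from 57.5 to 280 and *Pf4* from 39.4 to 149 CPM. The letter as a term, which compares KE4 with KE8 alone, gave the platelet list a median of 0.61. Its call was lost without JE1, JE6, KE8, ME1 or ME5 (adjusted p up to 0.0662, without ME1). Its mean log2 CPM was 4.23 in KE4, within the wild-type range of 3.68 to 4.47, and 5.81 to 6.38 in the 3 libraries of letter M, so for this list genotype and letter cannot be told apart with 1 *Gpr124-/-* library outside letter M. The macrophage list (1 of 6 genes at that level) had 0.30 (adjusted p = 0.00846 with fry, 0.339 with camera), from 0.064 (without KE4) to 0.67 (without ME4) with 1 library left out, where its adjusted p reached 0.119 (without ME1). Genes of the 3 lists held 12.7% of the 52400 CPM gained by the genes higher in *Gpr124-/-* (erythroid 11.6%, platelet 1.06% and macrophage 0.0586%). The lists cover only part of what these cells express, so whether RNA from blood cells accounts for more of the genes higher in *Gpr124-/-* cannot be told apart from a change in the endothelial cells. The platelet list in *Gpr124 ΔC/ΔC* had 0.21 (adjusted p = 0.761) and the erythroid list −0.34 (adjusted p = 0.399), which argues against platelets and red cells as the source of the genes higher in both mutants. The macrophage list was higher in both (0.51 in *Gpr124 ΔC/ΔC*, adjusted p = 0.055, 5 of 6 genes higher), with an adjusted p there from 0.0293 (without KE4) to 0.385 (without LE5) when 1 library was left out. Of its genes, *C1qa*, *C1qb*, *C1qc*, *Tyrobp*, *Ctss* and *Cx3cr1*, chosen after their values were seen, are abundant in macrophages but had means of 0.169 to 0.415 CPM in *Gpr124 ΔC/ΔC* (SD 0.2 to 0.426) and 0.13 to 0.733 CPM in *Gpr124-/-*, while *Kcne3*, higher in both mutants, had 21.3 to 25.9 CPM in the wild-type libraries, 75.5 to 112 in those of *Gpr124 ΔC/ΔC* and 316 to 639 in those of *Gpr124-/-*. Other genes of the list did rise, *P2ry12* from 3.89 CPM in wild type to 6.51 in *Gpr124 ΔC/ΔC* and 23 in *Gpr124-/-*. *Fcer1g* went from 3.87 to 6.62 and 14.7, while *Lyz2* had 28.2, 20.7 and 41.2. Of the 6 tested genes of the list, 4 were higher in *Gpr124-/-*. The levels of *C1qa* and the genes named with it argue against macrophages as the main source of the genes higher in both mutants. A smaller share stays open.

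For neural cells, the smaller adjusted p of the neuron (median 0.23, 5 of 16 genes with at least 10 CPM in wild type) and progenitor lists (0.17, 5 of 11) in *Gpr124-/-* was 0.342 with fry, and of the abundant neuronal genes *Tubb3* had 25.2 CPM in wild type and 30.5 in *Gpr124-/-* and *Dcx* 16.2 and 15.8. The 2 neuronal genes that were called, *Stmn2* (27.7 and 65.4) and *Gap43* (4.81 and 28.5), rose without the rest of the list, and the most abundant progenitor gene, *Mfge8*, had 460 and 588. The higher median of the pericyte (−0.06, adjusted p = 0.905) and fibroblast (−0.56, adjusted p = 0.342) lists, each with 1 gene at 10 CPM or more, was −0.06, and *Rgs5* went from 27.8 to 10.1 and *Col3a1* from 20 to 16.2, while *Abcc9* rose from 5.29 to 33.1. With the letter as a term the medians in *Gpr124-/-* were 0.71 for neuron, 0.40 for progenitor, −0.71 for pericyte and −1.34 for fibroblast. These compare KE4 with KE8 alone. KE8 had the lowest neuron score (mean log2 CPM of 1.9) and the highest fibroblast score (2.92) of all libraries, so these medians may reflect that 1 library. With 1 library left out the neuron median ran from 0.0574 (without KE8) to 0.51 (without LE6). As lists, these argue against RNA from pericytes or fibroblasts as the source of the genes higher in *Gpr124-/-*. For neural cells they argue against a main source only, and a smaller share stays open. The medians in *Gpr124 ΔC/ΔC* were 0.12 for neuron (adjusted p = 0.576), −0.13 for progenitor (0.342), −0.82 for pericyte (0.0495) and −0.50 for fibroblast (0.399). With the letter as a term the pericyte list had an adjusted p of 0.101, and over the alternatives it ran from 0.00152 to 0.101. Leaving out 1 library moved it to between 0.0161 (without LE6) and 0.145 (without LE2).

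Vessel states were followed with lists of which most genes are expressed in wild type. In *Gpr124-/-* the hypoxia list rose by a median of 0.80 (adjusted p = 0.000249, 17 of 20 genes higher, 2 genes shared with another list), the tip cell list by 0.59 (adjusted p = 0.0012, 14 of 16, 3 shared) and the proliferation list by 0.29 (adjusted p = 0.000718, 19 of 20), while the arterial list was at 0.12 (adjusted p = 0.625) and the venous list at −0.18 (adjusted p = 0.027, 6 of 13 higher, 0.556 with camera). The hypoxia list in *Gpr124 ΔC/ΔC* was at −0.02 (adjusted p = 0.576), tip cell at 0.14 (0.273), proliferation at 0.23 (0.00454, 18 of 20 higher), arterial at −0.07 (0.399) and venous at 0.01 (0.371). With camera in place of fry, the calls of the erythroid, platelet, hypoxia, tip cell and proliferation lists in *Gpr124-/-* and of the pericyte and proliferation lists in *Gpr124 ΔC/ΔC* held, and those of the macrophage and venous lists did not. With the letter as a term, the tests in *Gpr124-/-* compare KE4 with KE8 alone, so calls kept, lost or gained there are not weighed.

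Of the 285 genes called in both mutants, 255 changed less in *Gpr124 ΔC/ΔC*, but for some named genes no difference between the mutants was detected, which with 4 embryos each does not show equal change. *Tgfa* fell by 2.80 in *Gpr124 ΔC/ΔC* and by 3.08 in *Gpr124-/-* on the log2 scale (difference −0.28, adjusted p = 0.512 with edgeR), *Ddc* by 3.19 and 2.75 (difference 0.44, adjusted p = 0.428), *Notum* by 4.41 and 3.88 (difference 0.53, adjusted p = 0.493) and *Bdkrb2* rose by 1.85 and 1.92 (difference 0.07, adjusted p = 0.87). Of the receptor genes covered by the paper's introduction, frizzled genes changed in both directions in *Gpr124-/-*, with *Fzd10* at 2.63 (adjusted p = 0.00273), *Fzd4* at 0.90 (adjusted p = 0.0006), *Fzd1* at −0.85 (adjusted p = 0.0114) and *Fzd6* at −1.26 (adjusted p = 1.36e-05). The same genes had 1.03 (adjusted p = 0.39), 0.58 (adjusted p = 0.038), −0.76 (adjusted p = 0.0634) and −0.46 (adjusted p = 0.0574) in *Gpr124 ΔC/ΔC*, while *Reck* changed by −0.28 (adjusted p = 0.201) and −0.04 (adjusted p = 0.963, edgeR).

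*Plvap* was higher with letter J than with letters K and L by a log2 fold change of 2.19 in the 8 wild-type and *Gpr124 ΔC/ΔC* libraries (adjusted p = 2.7e-06, edgeR). With this term, the change in *Gpr124 ΔC/ΔC* was 1.48 (adjusted p = 7.33e-05, edgeR). The spread of *Plvap* within these genotypes is consistent with a difference between the label letters, whatever the letter stands for, and a difference in the age of the litters was not tested.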
